# Microarray Analyses and Comparisons of Upper or Lower Flanks of Rice Shoot Base Preceding Gravitropic Bending

**DOI:** 10.1371/journal.pone.0074646

**Published:** 2013-09-05

**Authors:** Liwei Hu, Zhiling Mei, Aiping Zang, Haiying Chen, Xianying Dou, Jing Jin, Weiming Cai

## Abstract

Gravitropism is a complex process involving a series of physiological pathways. Despite ongoing research, gravitropism sensing and response mechanisms are not well understood. To identify the key transcripts and corresponding pathways in gravitropism, a whole-genome microarray approach was used to analyze transcript abundance in the shoot base of rice (*Oryza sativa* sp. japonica) at 0.5 h and 6 h after gravistimulation by horizontal reorientation. Between upper and lower flanks of the shoot base, 167 transcripts at 0.5 h and 1202 transcripts at 6 h were discovered to be significantly different in abundance by 2-fold. Among these transcripts, 48 were found to be changed both at 0.5 h and 6 h, while 119 transcripts were only changed at 0.5 h and 1154 transcripts were changed at 6 h in association with gravitropism. MapMan and PageMan analyses were used to identify transcripts significantly changed in abundance. The asymmetric regulation of transcripts related to phytohormones, signaling, RNA transcription, metabolism and cell wall-related categories between upper and lower flanks were demonstrated. Potential roles of the identified transcripts in gravitropism are discussed. Our results suggest that the induction of asymmetrical transcription, likely as a consequence of gravitropic reorientation, precedes gravitropic bending in the rice shoot base.

## Introduction

Gravitropism is the directed growth of a plant or plant organ in response to gravity, which can be divided into a series of events: perception, transduction and response [1], [2]. Gravity is known to stimulate different growth rates on opposite flanks of the root and shoot, causing bending or curvature of the plant organ in the process of gravitropism [3], [4].

The statolith theory of gravity perception is widely accepted and suggests that perception occurs by reorientation of starch grains (statoliths) in specialized plant cells called statocytes [5], [6]. The gravistimulating signal is transferred by the cytoskeleton, actin-based cytoskeletal network and plasma membrane receptors [7], [8], [9]. Inositol-1,4,5-trisphosphate (IP3), pH and Ca^2+^ are second messengers of early signal events in the transduction of physical alterations into a biochemical signal within the plant cell [10], [11], [12].

Gravistimulation signals are transmitted intercellularly by lateral asymmetric transport of auxin [13], [14]. Besides auxin, ethylene [15], [16], [17], cytokinin [18], [19], brassinosteroids (BR) [20] and gibberellic acid (GA) [21], [22], [23] also play a role in gravitropism. Whole genome transcriptomic analysis can be used to discover crucial factors controlling the gravity signal transduction cascade and elucidate mechanisms of the plant gravitropic response at the molecular level [24], [25], [26]. Gravitropic bending results from the asymmetric growth between the lower and upper half flanks of the responsive parts of the plant. While the genes involved in the asymmetrical growth of gravitropic bending are not fully known, a transcriptional gradient has been reported to precede growth responses involved in the gravitropic bending [21], [27]. Our previous study showed that gravity induces asymmetric accumulation of indole-3-acetic acid (IAA), the major plant auxin at the bending site prior to upward bending of shoot base after gravistimulation, with higher IAA in the lower flank than the upper flank of rice shoot base [28].

MapMan is a user-driven tool that displays large data sets onto diagrams of metabolic pathways or other processes, which enables statistical evaluation of differences in response of sets of genes assigned to different biological functions and allows more validated interpretation of global cellular responses [29], [30]. PageMan is often used together with MapMan, which allows genome-level responses to be compared across several microarray experiments [31]. To understand the significance of these distinct patterns of transcript abundance, MapMan and PageMan analyses were conducted in this study, and each provided a different insight into the molecular understanding of gravitropism in rice. Diagrams generated by MapMan analysis allows the visualization of changes in expression of individual genes grouped in “BINs” by function or class. This type of analysis was performed by considering only significantly up- or down-regulated functional gene categories and allowed construction of relevant pathways in rice gravitropism. Our data provided a spatial transcript abundance profile of the gravitropic bending site on the whole-genome scale, which revealed asymmetric regulations of transcripts between upper and lower flanks in the phytohormone, signaling, RNA transcription, metabolism and cell wall-related categories. While most of the pathways have been reported previously, several new transcripts asymmetrically expressed between the upper and lower flanks of the shoot base after gravistimulation were identified, which may be key factors for understanding the mechanism of gravitropism.

## Results

### Transcriptional changes in the upper and lower flanks of rice shoot base

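Transcript levels in the rice shoot base were read on 15 Affymetrix rice genome arrays, in 5 groups of 3 biological replicates: whole shoot bases at 0 h, and the upper and the lower flank at 0.5 h and at 6 h after the seedlings were laid horizontally. Each 0 h RNA pool came from 50 shoot bases and each flank pool from 100 flank pieces, so differences between single plants are averaged within a pool. Flanks of plants that had not been turned were not analysed here. The authors calculated 1 linear signal intensity per probe set and array with GCOS, the array maker's software. From there the signals were taken to the log2 scale and each array was centred on its own median, so that a log2 signal of 0 is the median probe set of an array. Array medians before centring were 22.81 to 29.6 for replicate 1 of the 5 groups and 17.16 to 23.05 for the 10 arrays of replicates 2 and 3. The 5′ probe set of DapX, a bacterial RNA added to each sample as a labelling control, read 106.6 to 209 on the 5 arrays of replicate 1 and 16.5 to 26.28 on the other 10. Replicate 1 thus differed from the others in this control, in every group alike. The array carries 57381 probe sets; the 50% with the highest mean, 28630 after leaving out 121 control probe sets, were tested with limma, with 1 mean per group over all 15 arrays. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05, and counts are given for all calls and for those of at least 2-fold. Flank differences are lower minus upper, so a positive log2 difference means a higher signal in the lower flank. With 3 arrays per group, the number of arrays limits the precision: of 100 simulated differences, 54 of size 1 log2 and 91 of size 2 log2 were called at 6 h.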

Rice seedlings were gravitropically stimulated for 0.5 h and 6 h, and mRNA isolated from opposing flanks of the shoot base were used as probes in whole genome rice GeneChip (Affymetrix) microarrays to order to identify key transcripts involved in the gravitropic response. Three replicates were used to minimize the biological variance. To reduce potential contamination and error from sampling, RNA was extracted from 50 non-treated rice shoot bases (0 h) and 100 lower or upper flanks of shoot bases from horizontal reorientated rice seedlings after 0.5 h (upper and lower) or 6 h (upper and lower) of gravitropic stimulation. Microarray analyses were repeated with three biological replicates for each time point. The Affymatrix GeneChip of Rice Genome Array contains probe sets to detect transcripts from the entire rice genome, including 55,515 transcripts, between 46.7–49.6% of which were detectable in 15 microarray hybridizations. 

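The SAUR gene Os09g37430, from a family of short-lived auxin-induced transcripts, was 12.3-fold higher in the lower flank at 6 h (log2 signal 6.28 ± 0.16 against 2.66 ± 0.21, SD, n = 3) and already 4.96-fold higher at 0.5 h. OsIAA20 (Os06g07040), of the Aux/IAA family of auxin-response repressors, had a log2 signal of 3.16 ± 0.39 (SD, n = 3) in the lower flank at 6 h against −1.77 ± 1.1 in the upper flank, which lies below the array median where signals are imprecise, so that the size of its difference is uncertain. WOX11 (Os07g48560) and WOX6 (Os03g20910), homeobox genes of the WUSCHEL-related family, were 8.38-fold and 7.49-fold higher at 6 h. Among the falls, the aquaporin gene OsPIP2;5, whose product passes water through the plasma membrane, was 3.14-fold less abundant in the lower flank, and EXP1, which encodes a wall-loosening α-expansin, was 2.66-fold less abundant. By limma, 502 transcripts differed between the flanks at 6 h, 421 higher and 81 lower in the lower flank. Of these, 249 were at least 2-fold higher and 43 at least 2-fold lower. The 502 became 283, 294 and 328 without 6 h lower flank replicate 2, 6 h upper flank replicate 3 and 6 h upper flank replicate 2, 222 without centring, 249 with no filter and 189 with the 6 arrays of the comparison alone. At 0.5 h, 2 transcripts differed, both higher in the lower flank and both at least 2-fold (8 without 0.5 h upper flank replicate 3), while 918 had an unadjusted p under 0.05. A further fit took each pair of flank samples of the same time and replicate number as a block over the 12 flank arrays. Where flanks are compared, it is called the replicate block. With it the 6 h calls came to 1070, 760 higher and 310 lower, 390 of them at least 2-fold. The 0.5 h calls were again 2, with 2778 at an unadjusted p under 0.05.

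The log2 differences at 6 h were 4.93 (standard error 0.44, adjusted p = 4.73e-05) for OsIAA20 (4.36 and 5.5 without 6 h upper flank replicates 2 and 3), 3.62 (standard error 0.16, adjusted p = 2.32e-07) for Os09g37430, 3.07 (adjusted p = 8.68e-07) for WOX11 and 2.90 (adjusted p = 1.62e-06) for WOX6. Os10g26410, described as a DNA-binding protein of the bHLH family, was 12.2-fold higher (log2 difference 3.61, adjusted p = 2.79e-05). Os10g40480, a cortical cell-delineating protein of the lipid-transfer family, was 8.61-fold higher (3.11, adjusted p = 5.54e-05), and the EF-hand gene Os09g30506 was 8.26-fold higher (3.05, adjusted p = 0.00524). BHLH172 (Os06g12210), also named BU1 and ILI4 and described as a brassinosteroid-responsive bHLH factor, was 8.05-fold higher (3.01, adjusted p = 3.96e-05). Of the falls in the lower flank, OsPIP2;5 had a log2 difference of −1.65 (adjusted p = 2.08e-05) and EXP1 one of −1.41 (adjusted p = 0.0175, and 0.063, 0.0799, 0.0537 and 0.0785 without 6 h upper flank replicates 1 and 3 and 6 h lower flank replicates 1 and 2). IAA18 (−1.18, adjusted p = 0.0348, not called in 8 of 15 fits that leave out 1 array), the root architecture gene OsRAA1 (−1.04, adjusted p = 0.0067), NOS1 (−0.81, adjusted p = 0.0322, not called in 6 of those 15) and the developmental gene G1L1 (−0.81, adjusted p = 0.00858) were lower as well. At 0.5 h Os09g37430 had a log2 difference of 2.31 (adjusted p = 0.000109), and the probe set shared by the SAUR gene Os09g37440 and Os09g37446 one of 1.59. Of the array's 4 rice control genes, the 5′ probe sets of 3 also read higher in the lower flank at 6 h, by log2 differences of 0.62 for GAPDH, 0.99 for actin and 0.50 for cyclophilin, against 0.05, 0.54 and 0.43 for their 3′ probe sets, and that of ubiquitin did not (0.01, against −0.09 at its 3′ end).

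**Figure D1:**
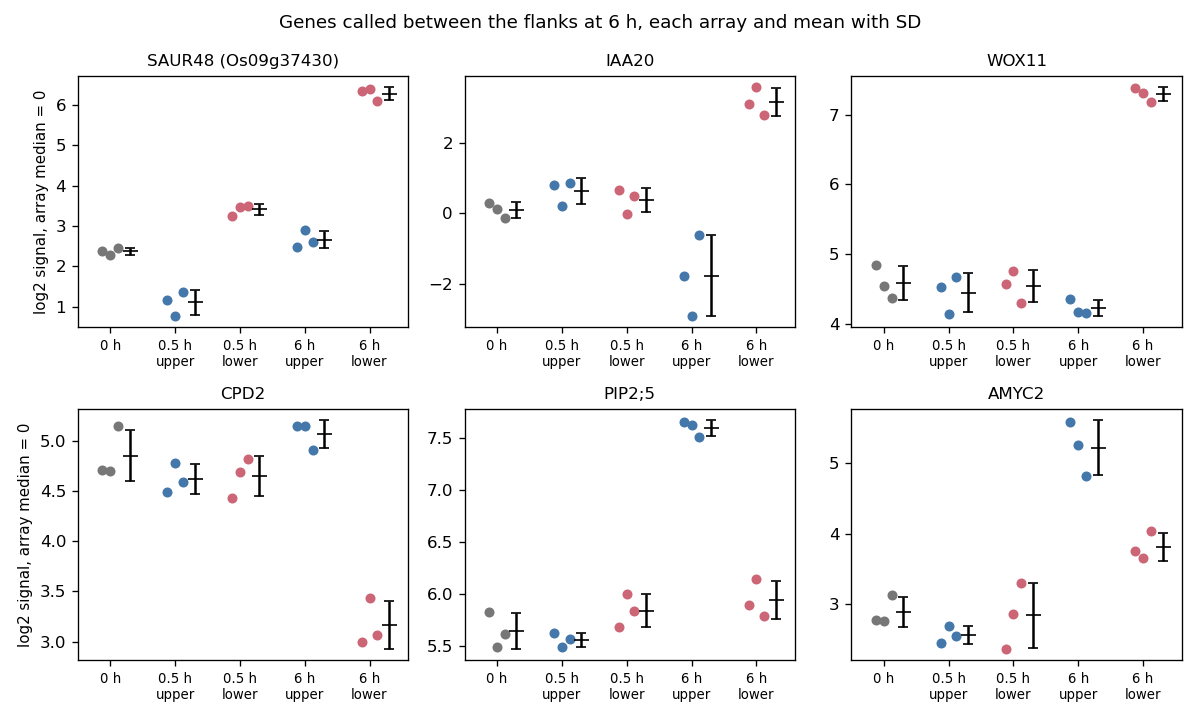
Log2 signal relative to the array median (y axis) by group (x axis) for Os09g37430, IAA20, WOX11, CPD2, PIP2;5 and AMYC2. Points are the 3 arrays of each group, with the mean and SD; at 6 h the 3 lower-flank arrays lie apart from the 3 upper-flank arrays in all 6 panels.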

By comparing datasets between upper and lower samples, 167 and 1,202 transcripts were found to be differentially expressed by at least 2-fold at 0.5 h and 6 h, respectively (Fig. 1). Venn diagrams were constructed to identify transcripts that exhibited the same gravity-induced behavior in the rice shoot base. The comparison was performed for transcripts that were significantly different in abundance between the two half flanks (Fig. 1). 

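Both transcripts called at 0.5 h, Os09g37430 and the probe set of Os09g37440 and Os09g37446, were also called at 6 h in the same direction. The number called at both times by chance alone would be 0.029. No transcript was called at 0.5 h only by limma, with 918 at an unadjusted p under 0.05 at that time, and 290 of at least 2-fold were called at 6 h only. A call at one time and not at the other is no test of a change over time, so the flank difference at 6 h was also compared directly with that at 0.5 h. By this comparison 156 transcripts had a different flank difference at the 2 times, 142 with a larger lower-flank excess at 6 h and 14 with a smaller one; 140 of them differed by at least 2-fold. With the replicate block over the 12 flank arrays the count was 297. It was 83 to 100 without 1 of 7 arrays, namely 0.5 h upper flank replicate 2 (95) or 3 (89), 0.5 h lower flank replicate 1 (98), 2 (100) or 3 (99), 6 h upper flank replicate 3 (100) and 6 h lower flank replicate 2 (83). Without 0.5 h upper flank replicate 3, 4 transcripts were called at both times and 4 at 0.5 h only. Without centring the arrays the 156 became 26, of which 20 had the larger excess at 6 h.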

Forty-eight transcripts were found to be changed both at 0.5 h and 6 h (Table S1); meanwhile, 119 transcripts were only altered at 0.5 h (Fig. S4, Table S2), and 1154 transcripts were changed at 6 h (Fig. S5, Table S3).

**Figure 1:**
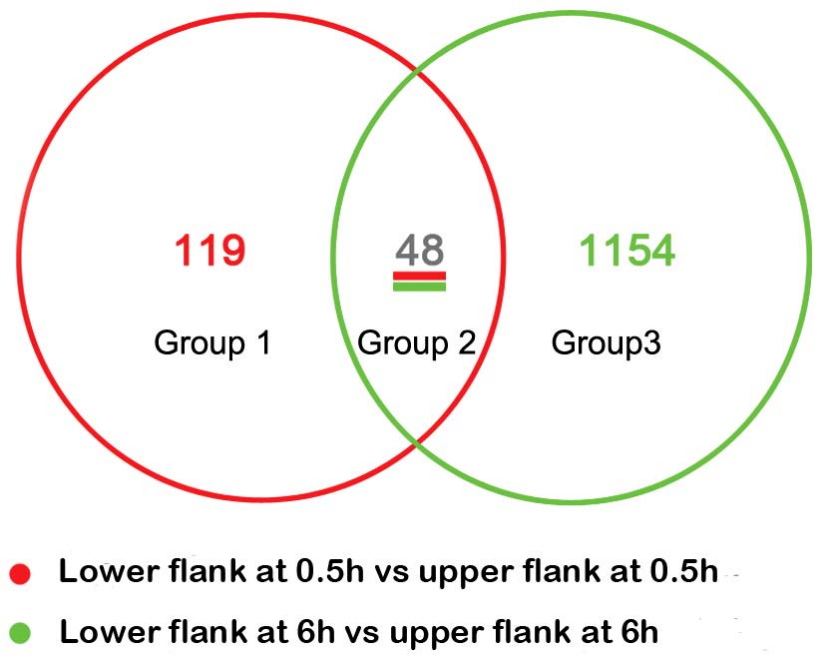
Venn diagrams constructed based on significantly different transcript abundance in gravistimulated rice shoot base. Venn diagrams show the distribution of transcripts that were significantly changed in abundance by at least 2-fold (*P* value <0.05) between the lower flank and upper flank of the rice shoot base at 0.5 h and 6 h after gravitropic stimulation.

### Functional classification of significantly changed transcripts during gravitropism

PageMan analysis revealed that a variety of cellular processes were affected during the gravitropism process and confirmed that a number of transcripts were significantly changed between the upper and lower half flanks of the rice shoot base at 0.5 h and 6 h after horizontal reorientation (Fig. S1). 

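Aux/IAA genes and genes of UDP-sugar synthesis stood out as groups at 6 h. Of 25 Aux/IAA genes, 9 were higher and 1 was lower in the lower flank (11 higher and 1 lower adjusted over the list alone), with a median log2 difference of 0.39 (adjusted p = 1.95e-11 from camera, which compares a list with all other genes tested; adjusted p = 0.0372 with an estimated correlation). Of 9 genes that make UDP-sugars, the building blocks of wall polysaccharides, 3 were higher and none was lower, with a median of 0.40 (adjusted p = 2.52e-05, and 0.0189 with an estimated correlation). Among 36 gene lists with at least 5 tested genes, β-expansins, cellulose synthases, GH3 genes and cellulose-synthase-like genes were higher too. These calls were lost with an estimated correlation, at adjusted p = 0.0805, 0.385, 0.099 and 0.385. No list was called at 0.5 h by camera on the limma fit, with 6 at an unadjusted p under 0.05, and the lowest adjusted p of a list was 0.0874, for the 16 auxin response factors; without 0 h replicate 3, 0.5 h lower flank replicate 1 or 0.5 h lower flank replicate 3, 1, 2 and 1 lists were called. The median log2 difference of the 16 at 0.5 h was −0.17, with all of them below 0, and 0.05 without centring. The lists were fixed in words before the data were examined, but after the paper's own values had been seen. UGE-2, UGD3 and UGD4, called in the UDP-sugar list, are also in the study's tables. Lists of families that the paper names are therefore not independent support for its statements. All lists were tested on the brightest probe set per gene with a preset correlation of 0.01.

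The study's own tables were also followed, but since they were chosen on these samples they are not independent evidence. Of the probe sets in Table S3, 1013 were tested and 1009 had a higher mean signal in the lower flank at 6 h; 385 were called by limma, 633 with the replicate block. The log2 values of that table and those computed here had a correlation of 0.89 across genes, and genes are not independent replicates. Of 102 tested probe sets of Table S2, 101 had a higher mean in the lower flank at 0.5 h, 31 of them at an unadjusted p under 0.05 and 0 called. In Table S1, 45 probe sets were tested, of which 11 were called at 6 h (18 with the replicate block) and 2 at 0.5 h.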

In comparing the abundance of transcripts in the upper half flank with that in the lower half flank at 0.5 h and 6 h, the transcripts with higher abundance in the lower half flank included those in the photosynthesis (PS) and DNA categories, while those of glycolysis, fermentation, lipid metabolism, misc and cell organization were repressed. 

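Tables S1 and S3 of the study hold only transcripts with a higher study value in the lower flank at 6 h, so the direction of a category within them at 6 h was fixed by that choice and says nothing about the category as a whole. Of their categories together with those of Table S2, glycolysis had a median log2 difference of 0.49 over 6 tested transcripts at 6 h, with none called by limma and 4 at an unadjusted p under 0.05. Fermentation had 2 called of 5 (median 1.12), lipid metabolism 9 of 24 (0.64), misc 49 of 131 (0.77) and cell organization 11 of 31 (0.72). Photosynthesis had none of 8 called by limma (median 0.67, 5 at an unadjusted p under 0.05, 3 called with the replicate block), and DNA 4 of 17 (0.67). At 0.5 h no transcript of these categories was called by limma, and at an unadjusted p under 0.05 misc had 9 higher and 4 lower, DNA 3 higher, glycolysis 2 higher, fermentation 1 higher and the others 0. Their medians were 0.14 for photosynthesis, 0.08 for DNA, 0.42 for glycolysis, 0.17 for fermentation, 0.05 for lipid metabolism and 0.01 for misc. Cell organization was at −0.08 and turned to 0.14 without centring.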

The results also showed differences in transcriptional regulation within other categories between 0.5 h and 6 h. For example, gene transcripts involved in metabolism of phenylpropanoids and flavonoids were more abundant in the lower flank at 0.5 h, but only that of phenylalanine ammonia-lyase PAL (Os02g41650), which is involved in phenylpropanoid metabolism, was less abundant in the lower half flank at 6 h. 

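PAL (Os02g41650), phenylalanine ammonia-lyase, which starts the phenylpropanoid pathway, had a log2 signal of 5.48 ± 0.59 (SD, n = 3) in the lower flank and 5.36 ± 0.46 in the upper flank at 6 h. The log2 difference of 0.12 (standard error 0.38, adjusted p = 0.923) was smaller than the spread between replicates. In the study's tables, which were chosen on these samples and so are not independent evidence of direction, the 8 phenylpropanoid and 6 flavonoid transcripts had median log2 differences of 0.48 and 0.54 at 0.5 h; none was called by limma, with 1 and 0 at an unadjusted p under 0.05. At 6 h their medians were 0.53 and 0.44, with 1 called in each group. Of 22 phenylpropanoid and lignin genes listed apart from those tables, the cinnamyl alcohol dehydrogenase CAD8C, which acts late in lignin synthesis, was 1.9-fold lower in the lower flank at 6 h (adjusted p = 0.0185, and 0.0758, 0.0901 and 0.0738 without 6 h upper flank replicate 2, 6 h upper flank replicate 3 and 6 h lower flank replicate 1), and it was the 1 call when adjusted over the list alone. The list as a whole was not called at 6 h (median −0.13, adjusted p = 0.584) or at 0.5 h (median 0.02, adjusted p = 0.247).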

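The study's tables were chosen for a flank difference on these samples, so that the direction of their hormone and cell wall transcripts at 6 h is not independent evidence. Of 67 tested hormone transcripts, 36 were called at 6 h (44 with the replicate block), with a median log2 difference of 0.91. Of 67 tested cell wall transcripts, 31 were called at 6 h (47 with the replicate block), and the median was 0.81. At 0.5 h, 2 hormone transcripts were called, both of SAUR genes, at a category median of 0.05. No cell wall transcript was called at 0.5 h by limma, with 1 higher and 1 lower at an unadjusted p under 0.05, and 22 of the 67 lay above 0, with a median of −0.06 that became 0.02 after quantile scaling and 0.16 without centring.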

Many transcripts in the categories of “cell wall” and “hormone metabolism” were more abundant at 6 h, and a few transcripts encoding cell wall proteins were less abundant at 0.5 h. Most of the regulated transcripts involved in signaling (e.g. receptor kinase signaling pathway and phosphinositides signaling pathway) were lower in abundance in the lower flank at both 0.5 h and 6 h.

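CML5, a calmodulin-like calcium sensor, was 2.84-fold higher in the lower flank at 6 h (log2 difference 1.51, standard error 0.24, adjusted p = 0.00508). The CBL-interacting protein kinases CIPK3 and CIPK6, which act downstream of calcium sensors, were higher by 1.27 (adjusted p = 0.0101; for CIPK3 0.0593 without 6 h upper flank replicate 3 and 0.0524 without 6 h lower flank replicate 2) and 0.82 (adjusted p = 0.00592) on the log2 scale. Of 61 tested signalling transcripts in the study's tables, 23 were called at 6 h, 39 with the replicate block; their direction at 6 h was fixed by the choice of the tables and is no evidence on signalling genes as a whole. Of 25 receptor kinase transcripts there, 5 were called (median 0.68), and the 1 phosphoinositide transcript was called, with a log2 difference of 1.24. At 0.5 h no signalling transcript was called by limma, 0 had an unadjusted p under 0.05, and 24 of 61 lay above 0 (median −0.08, 0.14 without centring); for receptor kinases it was 7 of 25 (−0.11, and again above 0 without centring).

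Lists of genes drawn up apart from the study's tables gave other medians. They hold only genes with a symbol or synonym, a part of each family. Of 67 calcium sensor genes, 4 were higher at 6 h (5 adjusted over the list alone) and none was lower, but 32 lay above 0, the median was −0.01 (0.04 after quantile scaling) while the mean was 0.06, and the list was not called (adjusted p = 0.179). Of 13 receptor kinases, none was called by limma, with 1 higher at an unadjusted p under 0.05; the largest values were 0.68 for ER2 and 0.57 for LYP4, pattern or growth receptors, around a list median of −0.03, or 0.02 after quantile scaling, while the test leaned upward (adjusted p = 0.669). All 7 phosphoinositide genes, among them the inositol kinases ITPK3 (−0.33) and DSM3 (−0.31), lay below 0 at 6 h, with no call by limma, 0 at an unadjusted p under 0.05, and a median of −0.18 (adjusted p = 0.351). At 0.5 h the medians were −0.11, −0.17 and −0.20, with 15 of 67, 1 of 13 and 0 of 7 genes above 0 and adjusted p of 0.583, 0.247 and 0.247; these signs at 0.5 h were not kept without centring.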

In order to study the sequential changes in transcription related to gravitropism, samples harvested at 0.5 h and 6 h after gravitropic stimulation both from the upper and lower flanks were compared with the non-treated control sample (Fig. S2). MapMan and PageMan analyses revealed that some transcripts at 0.5 h and 6 h were not different in abundance between the lower half and upper half flanks, but they were significantly different from that of the control. 

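OsLPT1, also named OsPT6, a phosphate transporter gene, was higher at 0.5 h than at 0 h, by 1.62 on the log2 scale in the upper flank (adjusted p = 0.0363) and by 1.71 in the lower flank (adjusted p = 0.0317). CML17, a calmodulin-like protein, was higher by 1.47 (adjusted p = 0.01) and 1.36 (adjusted p = 0.0136). The homeobox gene hb1 (HOX10) was 2.83-fold (adjusted p = 0.00386) and 2.61-fold (adjusted p = 0.0084) lower, and the heat shock factor gene HSF24 fell by 1.36 and 1.33. By limma, 480 transcripts differed from 0 h in the upper flank (140 higher, 340 lower) and 467 in the lower flank (93 higher, 374 lower). At least 2-fold differences numbered 163 and 153. With the replicate number as a block over 15 arrays, the lower flank's count was 1891 (320 higher, 1571 lower, 246 at least 2-fold), all 467 among them. Whether these numbers mark pairs or the labelling difference of replicate 1 was not settled. Single arrays moved the counts. The upper flank had 235 without 0 h replicate 2, 246, 69 and 90 without 0.5 h upper flank replicates 1, 2 and 3, 273 and 297 without 0.5 h lower flank replicates 2 and 3, 246 without 6 h upper flank replicate 2, and 294 without 6 h lower flank replicate 2. The lower flank had 160 and 176 without 0 h replicates 2 and 3, 273 and 270 without 0.5 h upper flank replicates 2 and 3, 58, 136 and 79 without 0.5 h lower flank replicates 1, 2 and 3, 208 without 6 h upper flank replicate 2, and 292 without 6 h lower flank replicate 2. With only the 6 arrays of a comparison, limma called none in either flank, with 3691 and 3674 at an unadjusted p under 0.05, and with no filter 37 and 22. Of the calls, 67 were higher in both flanks and 195 lower in both. The split into higher and lower depends on the scaling: for the upper flank it was 275 and 283 after quantile scaling, 33 and 36 without centring, and 305 and 246 with centring on the tested probe sets; for the lower flank it was 204 and 216, 59 and 15, and 233 and 176. Both flanks are compared with the same 3 arrays at 0 h, which by itself brings the flanks' calls closer.

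CML5 was higher by 1.25 and 1.12, the long cell-linked locus gene Os03g19070 by 1.24 and 1.12, and the mini zinc finger gene MIF4 by 1.14 and 0.86 in the upper and the lower flank. The falls included D3, an F-box gene of strigolactone signalling (−1.30 and −1.27), the heat shock factor gene listed as ARD1 (−1.24 and −1.08) and BP-73 (−1.21 and −1.12). BC1 and BC1L6, COBRA-like genes of the secondary wall, were higher by 1.00 and 0.93 in the upper flank and by 0.92 and 0.89 in the lower flank. The sucrose synthase gene OsSUS4 fell by 1.17 and 1.02, the cytokinin-activating gene LOGL3 by 0.88 and 0.85, and the small heat shock gene hsp17.9 by 0.91 in either flank. Of these calls in the lower flank, those of BC1L6 and Os03g19070 were each lost in 11 of 15 fits that leave out 1 array, that of CML5 in 9 and that of MIF4 in 8. Those of HSF24, ARD1, OsLPT1 and D3 in the lower flank were lost in 6, 5, 5 and 4. In the upper flank OsLPT1 was lost in 8, BC1L6 in 7, Os03g19070 in 5, and HSF24, D3 and CML5 in 4 each. DREB1G, a stress-response transcription factor gene, was higher by 2.55 in the upper flank (adjusted p = 0.0314), and SAUR39 was lower by a log2 difference of −2.15 there (adjusted p = 0.0127).

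Of 36 gene lists, 5 were higher in the upper flank (0, 3 and 1 without 0 h replicate 2, 0 h replicate 3 and 0.5 h upper flank replicate 1) and 6 in the lower flank at 0.5 h. Genes of dividing cells (median 0.25 in the upper flank), UDP-sugar synthesis, the secondary wall and auxin transport were higher in both flanks. Cellulose synthases were higher in the upper flank alone, and β-expansins and photosynthetic light genes in the lower flank alone, a contrast between flanks that passed in no list at this time. Only auxin transport in the lower flank held, at adjusted p = 0.0385 with an estimated correlation (0.0938 with the replicate block as well); its median was 0.60 there, with the PIN5 gene at 1.22, a call lost in 13 of 15 fits that leave out 1 array. The upper flank call of auxin transport was lost under each of the 3 other scalings, and that of β-expansins in the lower flank without centring.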

The comparisons between 0 h and lower/upper flanks at 0.5 h showed that transcripts in the categories of cell wall, sulfur metabolism, nucleotide metabolism, protein synthesis and targeting, and transport of amino acid were up-regulated, while those related to amino acid metabolism, minor carbohydrate metabolism, protein degradation and abiotic stress were less abundant with no difference between the two flanks. In addition, the comparison between samples at 0 h and upper/lower half flanks at 6 h showed that the transcripts of genes encoding GAP, fructose-1,6-bisphosphatase (FBPase) and ribulose-1,5-bisphosphate carboxylase oxygenase (RuBisCO), trehalase and PAL were more abundance in both flanks. Thus, transcripts involved in the degradation of the branched chain group in amino acid metabolism and minor carbohydrate metabolism were more abundant in both flanks at 6 h, with no difference between the two flanks. Changes of these transcripts may be the result of combined effects of the gravitropic stimulus and circadian rhythms.

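At 6 h, the listed genes of the carbon pathways did not share a direction against 0 h. The middle probe set of GAPDH (Os08g03290), the glycolytic dehydrogenase, was lower in the upper flank (log2 difference −0.67, adjusted p = 0.0146) and was not called in the lower flank (−0.25, adjusted p = 0.359). The 3′ probe set of the same transcript, a control that was not tested, hardly moved (−0.09 and −0.05) while the 5′ one read −1.04 and −0.43, so the probe sets of this transcript did not move alike. A first FBPase probe set read −0.48 in the upper flank (adjusted p = 0.055) and was lower by −0.63 in the lower flank (adjusted p = 0.0189); a second was lower in both (−1.55, adjusted p = 0.00198, and −0.90, adjusted p = 0.0425). For the RuBisCO small subunit, 1 of 3 tested probe sets was higher in the upper flank (0.56, adjusted p = 0.0476) and read 0.10 in the lower flank (adjusted p = 0.772), while the others read −0.56 and −0.47 (adjusted p = 0.137 and 0.221) and −0.20 and −0.17 (adjusted p = 0.725 and 0.779). PAL (Os02g41650) read −0.45 and −0.33 (adjusted p = 0.44 and 0.595). PAL06, also a PAL gene, had a probe set at −0.52 and −0.82, not called. Another probe set of PAL06 read −0.62 (adjusted p = 0.207) and −1.07 (adjusted p = 0.0385). For GAP, FBPase, RuBisCO and PAL the paper gives no loci in this statement, so it may mean other genes. PPDK1, pyruvate phosphate dikinase, was higher in both flanks, by 0.94 (adjusted p = 0.00286) and 1.12 (adjusted p = 0.00105). By limma, 6699 transcripts differed from 0 h in the upper flank at 6 h (2301 higher, 4398 lower) and 5875 in the lower flank (1777 higher, 4098 lower); 1352 were higher in both and 2867 lower in both. After quantile scaling the splits were 3277 and 3643 for the upper flank and 2519 and 2875 for the lower flank, and with centring on the tested probe sets 4000 and 3087, and 3152 and 2450. The 6 h samples also differ from the 0 h samples in time of day.

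Transcripts called the same way in both flanks were ranked by the mean of their 2 differences. The largest rises by this mean were those of CIPK10, a calcium-dependent signalling kinase (5.03 in the upper flank, adjusted p = 6.21e-07, and 4.32 in the lower flank, adjusted p = 1.18e-06), the glutaredoxin GRXC10 (5.00 and 4.58), Os09g24840, a GAST1-like gibberellin-responsive gene (3.10 and 5.77), the protein phosphatase gene OsPP2C45 (4.45 and 4.00), and the light-regulated gene LIR1 (3.99 and 3.84). The largest falls by this mean were those of MCM6, a helicase subunit of DNA replication (−2.91 and −2.95), the replication protein gene RPA70b (−2.80 and −3.02), 4CL.2, a ligase of phenylpropanoid synthesis (−3.01 and −3.08), the β-glucosidase gene BGLU30 (−3.28 and −2.62) and the oligopeptide transporter gene Os03g54000 (−3.28 and −2.26).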

### Transcriptional changes of secondary metabolism and inositol synthesis in gravitropism

Flavonoids (or bioflavonoids) and phenylpropanoids are important secondary metabolites. Flavonoids have been reported to influence auxin transport and alter the response of *Arabidopsis* roots to gravity [16], [17], [32]. 

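PAL (Os02g41650) had a log2 signal of 5.54 ± 0.46 (SD, n = 3) in the lower flank and 5.02 ± 0.60 in the upper flank at 0.5 h, a log2 difference of 0.52. FLS (Os10g40934), which makes flavonols, read 0.51 ± 0.33 and 0.25 ± 0.27 (SD, n = 3), a log2 difference of 0.25, close to the array median where signals are imprecise. Neither was called at 0.5 h by limma (adjusted p of at least 0.992), and FLS was not called at 6 h (0.45, adjusted p = 0.728). The laccases LAC19 and LAC24, which polymerise lignin units, read log2 differences of 1.03 and 0.63 at 0.5 h. The flavonoid genes CHS and Cfi read 0.04 and 0.03 at 0.5 h.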

Here, our data showed that the transcripts encoding PAL and flavonol synthase (FLS, Os10g40934) were induced in the lower flank at 0.5 h, which may contribute to the synthesis of quertecin kaempferol and myricetin and regulate the transport of auxin in gravitropism. Interestingly, the transcript encoding the inositol synthesis related inositol monophosphatase 3 (Os03g39000) was induced in the lower flank at both 0.5 and 6 h.

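The inositol monophosphatase 3 gene (Os03g39000), whose product releases free inositol, had a log2 signal of 4.67 ± 0.23 (SD, n = 3) in the lower flank and 4.32 ± 0.41 in the upper flank at 0.5 h. At 6 h the values were 3.91 ± 0.04 and 3.37 ± 0.37 (SD, n = 3). The log2 differences of 0.35 and 0.54 are close to the spread within the upper flank, and neither was called (adjusted p at least 0.992 and 0.496 by limma).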

### Changes of RNA transcripts and regulation of protein synthesis and degradation in gravitropism

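The bZIP gene bZIP06 was 4.02-fold higher in the lower flank at 6 h (log2 difference 2.01, standard error 0.20, adjusted p = 0.000108). Of 93 tested transcripts for the regulation of transcription in the study's tables, 42 were called at 6 h (59 with the replicate block), with a median log2 difference of 0.80, a direction that the choice of the tables fixed. At 0.5 h, 41 of the 93 lay above 0 with a median of −0.02, which became 0.05 after quantile scaling and 0.20 without centring; none was called by limma, with 3 higher and 3 lower at an unadjusted p under 0.05. Of 21 bZIP genes listed apart from the tables, 1 was higher and none was lower at 6 h (3 higher and 1 lower adjusted over the list alone); the list median was −0.12, the mean 0.05, and the list was not called (adjusted p = 0.687). Of 5 WRKY genes, none was called by limma and 0 had an unadjusted p under 0.05; WRKY76 read −1.22 and WRKY24 −0.67, with a list median of −0.22 (adjusted p = 0.758). WRKY factors take part in defence responses.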

Most gene transcripts involved in the regulation of transcription (e.g., Alfin, CPP1-related transcription factor, E2F/DP transcription factor, G2 like, SBP, triple-helix transcription factor, WRKY domain transcription factor, bZIP family transcription factor, ATSR transcription factor, chromatin transcription factor, global transcription factor, JUMONJI family, methyl domain binding domain protein, PHD finger transcription factor and SET domain transcriptional regulator) were less abundant in the lower flanks at 0.5 h and 6 h. Increased abundance was detected for the transcripts of the AS2 transcription factor and the AUX/IAA family. In addition, our data showed that gene transcripts related to RNA processing, including RNA splicing and RNA binding, were less abundant in the lower flank both at 0.5 h and 6 h. 

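Of 3 tested transcripts of the AS2 family, also named LBD, whose members shape lateral organs, 2 were called at 6 h, and the 3 log2 differences ran from 0.37 to 1.18; like the Aux/IAA transcripts below, they were chosen on these samples and their direction is not independent evidence. Their median was 0.85 at 6 h and 0.65 at 0.5 h, where none was called by limma and 2 had an unadjusted p under 0.05. The AS2 gene itself read −0.82 at 6 h (adjusted p = 0.607) and −0.43 at 0.5 h. Of 12 tested transcripts described as Aux/IAA in the study's tables, 9 were called at 6 h (10 with the replicate block), and the median was 1.16. IAA9 (Os02g56120) was 7.48-fold higher (log2 difference 2.90, standard error 0.35, adjusted p = 0.000546), IAA14 4.32-fold (2.11, adjusted p = 0.00317) and IAA12 3.42-fold (1.77, adjusted p = 3.87e-06). At 0.5 h, 7 of the 12 lay above 0, none was called by limma and 0 had an unadjusted p under 0.05.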

The transcript for RNA helicase was less abundant in the lower flank at 0.5 h. 

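The 2 tested RNA processing transcripts of the study's tables, which were chosen on these samples and are not independent evidence of direction, had a median log2 difference of 0.47 at 0.5 h, with none called by limma (1 at an unadjusted p under 0.05). Of 11 splicing and RNA helicase genes listed apart from the tables, 2 lay above 0 at 0.5 h, with a median of −0.10 (adjusted p = 0.394 from camera); this sign was not kept without centring. None of the 11 was called at 0.5 h by limma and 0 had an unadjusted p under 0.05; the largest values were those of C3H60 (−0.32) and the splicing factor U2AF65A (−0.24). At 6 h, 3 of the 11 lay above 0 (median −0.18, adjusted p = 0.687). The splicing factor RSZ23 read −0.42 and the RNA helicase RH10 0.39 at 6 h, neither called.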

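Of 9 tested transcripts for ubiquitin-linked protein degradation in the study's tables, 5 were called at 6 h (5 with the replicate block as well), with log2 differences from 0.37 to 2.16 and a median of 0.89; the tables were chosen for this direction, which is therefore no evidence on the group. At 0.5 h all 9 lay below 0 (median −0.19, 0.03 without centring), with none called by limma and 0 at an unadjusted p under 0.05. Of 18 ubiquitin E3 ligase genes listed apart from the tables, which pick the proteins to be degraded, 5 lay above 0 at 6 h (median −0.07, adjusted p = 0.754 from camera). None of the 18 was called by limma, with 1 higher at an unadjusted p under 0.05; XBOS31 read −0.58 and PUB24 −0.40. Of 4 protein targeting transcripts of the tables, 1 was called at 6 h (3 with the replicate block), with a median of 0.59.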

The transcripts of genes coding for proteins targeting to the secretory pathway were more abundant in the lower flank at 6 h, and those of proteins related to degradation, such as ubiquitin, ubiquitin E3, ubiquitin E3 RING, ubiquitin E3 SCF, ubiquitin E3 SCF F-box and ubiquitin protease, were less abundant in the lower flank at 6 h (Fig. S1).

### Changes in abundance and temporal sequence of transcripts involved in hormonal regulation in gravitropism

It is well known that efflux carriers and transporters affect the lateral relocation of auxin [13], [14], and auxin flow in the root cortex is important for optimal gravitropic response. Gravitropism depends on the polar deployment of the PIN-formed auxin efflux carrier PIN2 [33]. In our results, the greater abundance of transcripts for the auxin efflux carrier (orthologs of PIN4 and PIN8) and auxin transporter (orthologs of the auxin influx carrier LAX3 in *Arabidopsis*) in the lower flank at 6 h may have contributed to the transport of auxin between the upper and the lower flanks (Fig. 2), and caused the faster growth of cells at the lower flank of the shoot base after gravistimulation. 

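OsPIN10a (Os01g45550), an auxin efflux carrier of the plasma membrane, was 2.26-fold higher in the lower flank at 6 h, at a log2 signal of 4.05 ± 0.19 (SD, n = 3) in the lower flank and 2.87 ± 0.31 in the upper flank (log2 difference 1.18, adjusted p = 0.00148). Of 4 tested auxin carrier transcripts in the study's tables, whose direction the choice of the tables fixed, 2 were called at 6 h (3 with the replicate block), from 0.36 to 2.71 with a median of 0.97. At 0.5 h their median was 0.03, with none called by limma and 0 at an unadjusted p under 0.05. Of 5 auxin transport genes listed apart from the tables, OsPIN10a was the 1 called at 6 h (1 adjusted over the list alone), the list median was 0.02, and the list was not called (adjusted p = 0.253). The PIN4 gene read 1.48 at 0.5 h, not called; the list as a whole was not called then either (median 0.05, adjusted p = 0.247).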

Small auxin up-regulated RNA (*SAUR*) and *AUX/IAA* family genes are quick auxin-responsive genes, and several *SAUR* genes have been found to be highly expressed in tissues undergoing differential cell expansion such as during tropic growth [27], [33], [34]. It has been reported that GFP–*SAUR19* transgenic *Arabidopsis* plants exhibit an altered IAA response and transport in roots [35]. In our results, all of the auxin-responsive gene transcripts (except one), including *SAUR* and *AUX/IAA* family genes, were more abundant in the lower flank than the upper flank of the shoot base at 6 h (Fig. 2), which may regulate the asymmetrical distribution of auxin and expression of downstream genes in gravitropism.

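Of 11 tested SAUR transcripts in the study's tables, 2 were called at 0.5 h (median log2 difference 1.07) and 10 at 6 h (median 2.17, 11 with the replicate block); the tables were chosen on these samples, so that this direction is not independent evidence. SAUR54 (Os09g37490) was 7.84-fold higher in the lower flank at 6 h, at a log2 signal of 5.06 ± 0.25 (SD, n = 3) against 2.08 ± 0.02 (log2 difference 2.97, standard error 0.29, adjusted p = 0.000121). SAUR39, which was not called, read 1.17 at 0.5 h. Over all auxin-induced transcripts of the tables, 20 of 27 were called at 6 h (23 with the replicate block), and the median was 1.77; at 0.5 h the median was 0.18. Of 9 GH3 genes, which conjugate auxin, GH3.2 was 4.83-fold higher at 6 h (log2 difference 2.27, adjusted p = 0.000875) and none was lower; 2 were higher adjusted over the list alone, and the list median was 0.22 (adjusted p = 0.0197, not kept with an estimated correlation). Of the 16 auxin response factors, ARF10 (1.33, adjusted p = 0.00696), ARF15 (0.65, adjusted p = 0.0422, not called in 10 of 15 fits that leave out 1 array) and ARF16 (0.65, adjusted p = 0.0189, and 0.0748, 0.0929 and 0.0984 without 6 h upper flank replicates 1 and 3 and 6 h lower flank replicate 2) were higher at 6 h and none was lower (3 higher adjusted over the list alone), with a list median of 0.01. That list was not called with arrays centred on their medians, and was called after quantile scaling (adjusted p = 0.0302) and without centring (0.022), though not with an estimated correlation (0.849). From the flank difference of the auxin-responsive transcripts, the paper proposes that they may regulate the uneven distribution of auxin and the genes downstream of it in gravitropism.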

**Figure 2:**
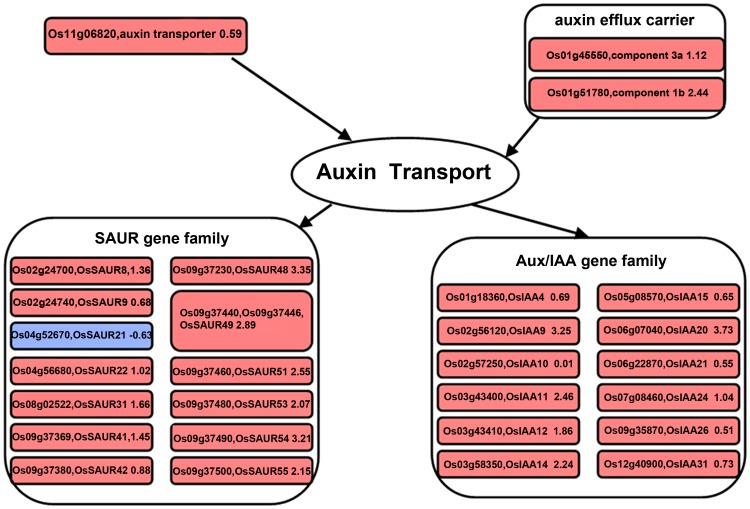
Changes of transcripts in the auxin related pathway at 6 h after gravistimulation. Visualization of modulated gene expression in the auxin pathway: lower flank at 6 h vs. upper flank at 6 h. Significant fold changes in transcript abundance were log transformed and represented as up-regulated (red square) or down-regulated (blue square).

GA metabolism has been reported to play a role in gravitropism [21], [36]. Increased content of GA_1/3_ (belonging to bioactive GAs) was observed in the lower flank of rice shoot base after gravistimulation [1], implicating the involvement of GA in gravitropism. 

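OsGA20ox4 (Os05g34854), which encodes a gibberellin 20-oxidase of the last steps of gibberellin synthesis, was 2.97-fold higher in the lower flank at 6 h. Its log2 signal was 2.84 ± 0.09 (SD, n = 3) there and 1.27 ± 0.31 in the upper flank (log2 difference 1.57, standard error 0.24, adjusted p = 0.00325). At 0.5 h its log2 difference was 0.10 and not called. The gibberellin oxidase genes GA20ox3 and GA20ox2 read 0.40 (adjusted p = 0.124) and 0.23 at 6 h. Of the 2 tested members of the oxidase list, 1 was higher adjusted over the list alone and none over all transcripts (limma, 1 at an unadjusted p under 0.05), with a median of 0.32. OsGA2ox7 and OsGA2ox9 were not analysed here, since no probe set could be matched to them. Of 12 gibberellin transcripts in the study's tables, chosen on these samples and so not independent evidence of direction, 6 were called at 6 h (median 0.78) and 7 with the replicate block; at 0.5 h their median was 0.03, with none called by limma and 1 lower at an unadjusted p under 0.05. Of 10 genes of gibberellin precursor synthesis, 7 lay above 0 at 6 h (median 0.19, adjusted p = 0.669), among them DTC1 (0.64) and KS10 (0.57), with none called by limma and 0 at an unadjusted p under 0.05.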

In our study, we found a greater transcript abundance of *OsGA20ox4* (Os05g34854) [37] and lower transcript abundance of *OsGA2ox7* and *OsGA2ox9* (Os01g11150 and Os02g41954, respectively) in the lower flank [38], which is responsible for irreversible deactivation of GAs by 2-hydroxylation (Fig. 3A). The results were verified by quantitative real-time PCR (qRT-PCR) (Fig. 3B). We predicted that differential expression of *GA2ox* and *GA20ox* may have caused asymmetric accumulation of bioactive GAs between the lower and upper flanks of the shoot base via deactivating more active GAs in the upper flank.

**Figure 3:**
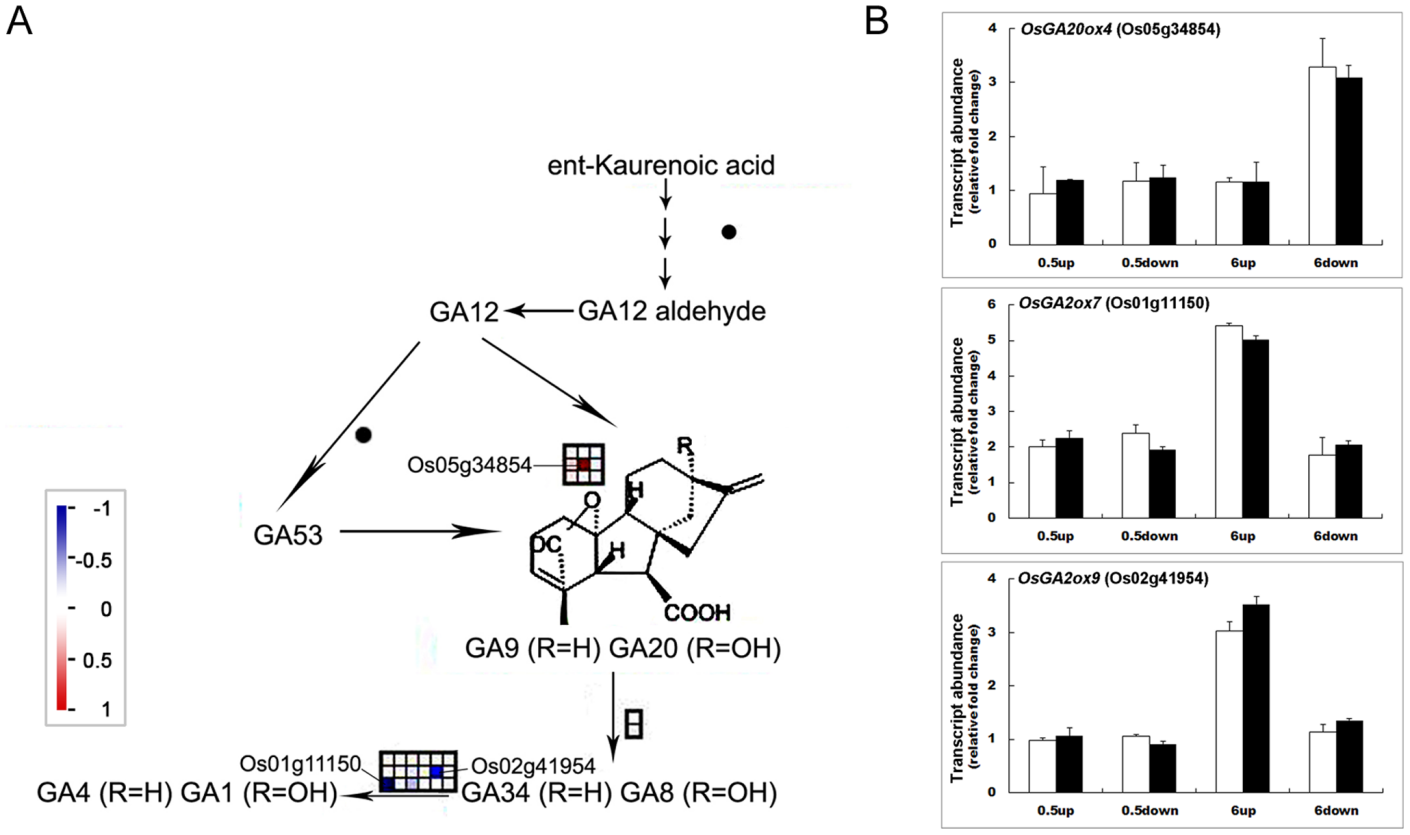
Changes of transcripts for GA metabolism at 6 h after gravistimulation. A. MapMan output was used to illustrate the significant transcriptional changes across the tissue in GA metabolism at 6 h after reorientation. The reported values are log transformed ratios of transcripts in the lower flank to that in the upper flank. Each transcript is indicated as up-regulated (red square; increase in the ratio of the lower to upper transcript values) or down-regulated (blue square; decrease in the ratio of the lower to upper transcript values). Squares arranged in rows and columns represent individual transcripts at a single time point in the process. An individual square in a given area has the same color as the guide bar in the same column. A filled circle indicates that no transcript was detected. B. qRT-PCR analysis of *OsGA20ox4* (Os05g34854), *OsGA2ox7* (Os01g11150) and *OsGA2ox9* (Os02g41954) expression after horizontal reorientation. Relative changes in transcript abundance after gravity stimulation compared to the vertical control at each time point were analyzed by qRT-PCR, and results were compared with the microarray data. Relative changes in transcript abundance of qRT-PCR were all determined using the non-reoriented control at the relevant time point as reference. 0.5 h down, 0.5 h up, 6 h down and 6 h up represent for lower flank at 0.5 h, upper flank at 0.5 h, lower flank at 6 h and upper flank at 6 h, respectively. The relative gene transcript abundance was calculated as the ratio between the control and gravistimulated samples at each time point. Values are means ± SD; n = 3; □ real-time PCR results; ▪ microarray data.

Gutjahr *et al.* (2005) detected a gradient of jasmonic acid (JA) opposing the auxin gradient related to gravitropism in rice [39]. Here, our data showed that transcripts of three genes encoding lipoxygenase 1 (Os03g49260), cytochrome P450 (Os02g12690) and 12-oxophytodienoate reductase 2 (Os06g11200), which are involved in the synthesis of JA, showed higher levels in the upper flank at 6 h (Fig. 4A). These results were verified by qRT-PCR (Fig. 4B). Thus, products of the up-regulated genes may contribute to formation of the JA gradient at the shoot base of rice during gravitropism.

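OPR2 (Os06g11200), 12-oxophytodienoate reductase 2, was matched by symbol alone to a probe set that carries the symbol of OPR1 as well, so that its locus is unsettled. It had a log2 signal of 3.05 ± 0.38 (SD, n = 3) in the lower flank and 2.72 ± 0.16 in the upper flank at 6 h. Its log2 difference of 0.33 (standard error 0.20, adjusted p = 0.564) was within the spread of the replicates, as was 0.18 at 0.5 h. The allene oxide synthase gene AOS4 read −1.15 (adjusted p = 0.199) and the lipoxygenase gene LOX3 −0.84 (adjusted p = 0.362) at 6 h, with neither called. The other lipoxygenase genes read −0.07 (LOX1.1), 0.03 (LOX2), −0.13 (LOX5, adjusted p = 0.833) and −0.92 (CM-LOX2, adjusted p = 0.717). At 0.5 h LOX1.1 read −1.16, not called. Of 13 genes of jasmonate synthesis, 2 lay above 0 at 6 h, with a median of −0.07 and a mean of −0.30 (adjusted p = 0.584 from camera). None of the 13 was called by limma at 6 h, with 3 lower at an unadjusted p under 0.05; at 0.5 h 1 was lower adjusted over the list alone. The 14 JAZ genes, repressors that jasmonate removes, had a median of −0.07 at 6 h (adjusted p = 0.760), with none called by limma and 1 lower at an unadjusted p under 0.05. Lipoxygenase 1 (Os03g49260) and the cytochrome P450 gene Os02g12690 were not analysed here.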

**Figure 4:**
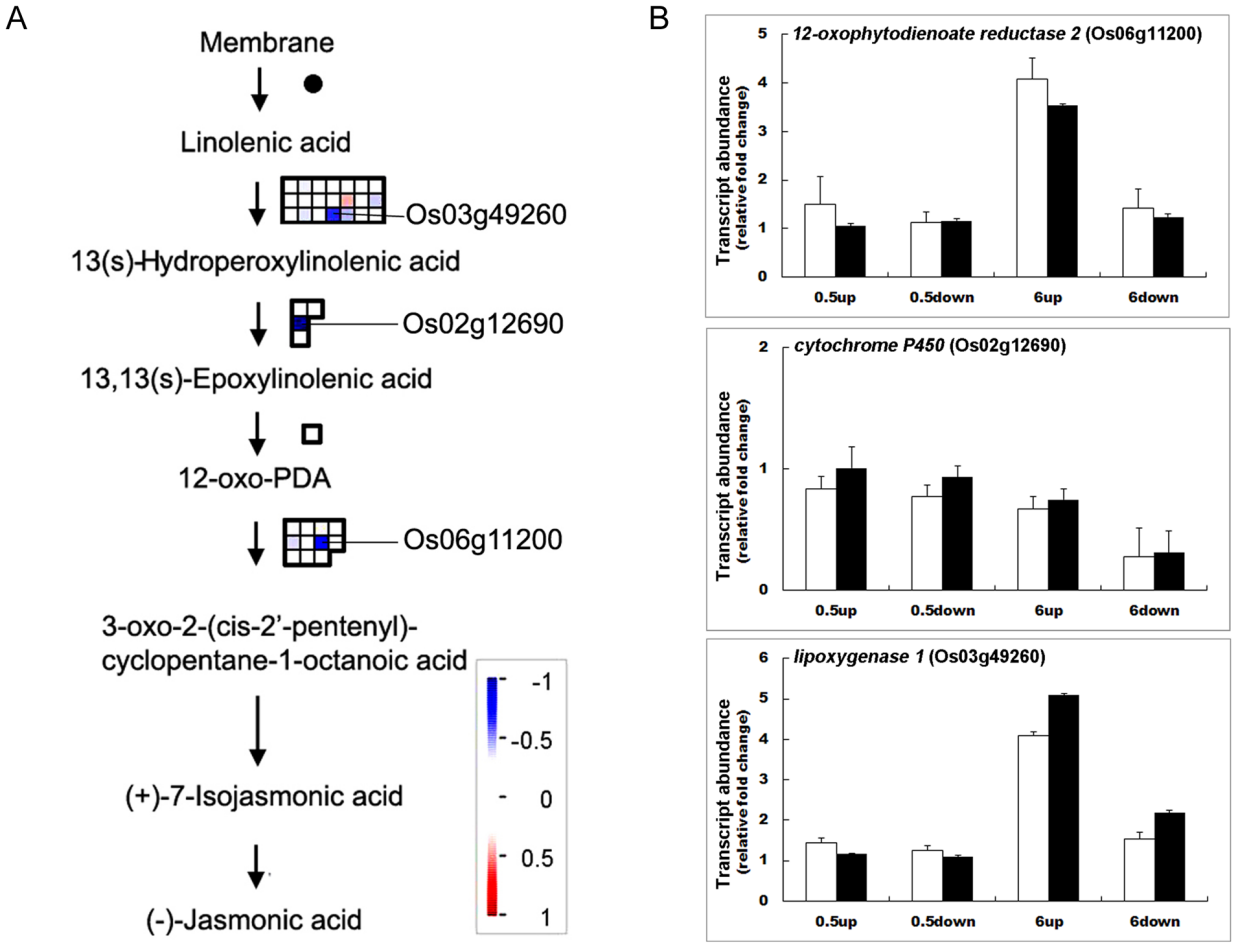
Changes of transcripts for JA metabolism at 6 h after gravistimulation. A. MapMan output was used to illustrate significant transcriptional changes across the tissue on JA metabolism at 6 h after reorientation. The reported values are log transformed ratios of transcripts in the lower flank to the upper flank. Each transcript is indicated as being up-regulated (red square; increase in the ratio of the lower to upper transcript values) or down-regulated (blue square; decrease in ratio of the lower to upper transcript values). Squares arranged in rows and columns represent individual transcripts at a single time point in the process. An individual square in a given area has the same color as the guide bar in the same column. A filled circle indicates that no transcript was detected in the process. B. qRT-PCR analysis of *lipoxygenase 1* (Os03g49260), *cytochrome P450* (Os02g12690) and *12-oxophytodienoate reductase 2* (Os06g11200) expression after horizontal reorientation. Relative changes in transcript abundance after gravity stimulation compared to the vertical control at each time point were analyzed by qRT-PCR, and results were compared with the microarray data. The relative gene transcript abundance was calculated as the ratio between the control sample and gravistimulated sample at each time point. Values are means ± SD; n = 3; □ real-time PCR results; ▪ microarray data.

BRs have been reported to stimulate plant tropism through modulation of polar auxin transport and BR function as a negative regulator of the shoot graviresponse in *Arabidopsis* [20], [40]. Here, two transcripts related to BR metabolism were found to be involved in gravitropism. *CYP734A6* (Os01g29150), which encodes cytochrome P450 and functions in BR inactivation [41], was specifically expressed in the lower flank of the rice shoot base, whereas another cytochrome P450, encoded by *CYP90A1/OsCPD2* (Os12g04480) and functions in BR biosynthesis [42], [43], [44], was more strongly expressed than in the upper flank.

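CYP734A6 (Os01g29150), which inactivates brassinosteroids, was higher in the lower flank at 6 h, at a log2 signal of 4.62 ± 0.03 (SD, n = 3) against 3.98 ± 0.06 in the upper flank. The difference is 1.56-fold (log2 difference 0.64, standard error 0.13, adjusted p = 0.0211), a call of CYP734A6 lost without 6 h upper flank replicate 1, 2 or 3 (adjusted p = 0.0715, 0.0937 and 0.0587) and without 6 h lower flank replicate 1 or 2 (0.0697 and 0.0862). A second probe set gave 0.96 (adjusted p = 0.016). OsCPD2, a brassinosteroid synthesis gene, was matched by its symbol alone, so that its locus is unsettled; the probe set read lower in the lower flank at 6 h, at 3.17 ± 0.24 against 5.07 ± 0.14 (SD, n = 3). This is 3.75-fold (log2 difference −1.91, standard error 0.17, adjusted p = 4.63e-05). Log2 differences at 0.5 h were −0.37 for CYP734A6 and 0.03 for OsCPD2, neither called. Of 6 brassinosteroid transcripts in the study's tables, whose direction the choice of the tables fixed, 1 was called at 6 h (1 with the replicate block), with a median of 0.57. At 0.5 h their median was −0.11, or 0.11 without centring, with none called by limma and 0 at an unadjusted p under 0.05.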

In addition, cytokinin synthesis-related gene transcripts were less abundant in the lower flank at 0.5 h, while ethylene-related transcripts were more abundant in the lower flank (Fig. S3). These transcripts may also be involved in the modulation of flavonoid accumulation in gravitropism [16], [18].

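ACO1 (Os09g27820), which makes ethylene, was 2.46-fold higher in the lower flank at 6 h (adjusted p = 0.00988, and 0.0548 and 0.0524 without 6 h upper flank replicate 3 and 6 h lower flank replicate 2), and LOG, which makes active cytokinin, 2.54-fold (log2 difference 1.34, standard error 0.31, adjusted p = 0.0484), a call lost in 14 of 15 fits that leave out 1 array. At 0.5 h LOG read 0.61, LOGL1 0.41, ACO1 −0.14 and the ethylene synthesis gene ACC2 0.18, none called. Of 27 cytokinin genes, LOG was the 1 called at 6 h (1 adjusted over the list alone), with a list median of −0.08 while the test leaned upward (adjusted p = 0.584). At 0.5 h none of the 27 was called by limma, with 1 higher at an unadjusted p under 0.05, and the median was −0.01, above 0 under each other scaling (adjusted p = 0.595). Of the 3 cytokinin transcripts in the study's tables, 1 lay above 0 at 0.5 h (median −0.30) with none called by limma and 1 lower at an unadjusted p under 0.05; at 6 h the median was 0.72, with 1 called with the replicate block. Of 7 ethylene transcripts in the tables, which like the cytokinin ones were chosen for this direction, 6 were called at 6 h (5 with the replicate block), from 0.64 to 2.48 with a median of 1.3; at 0.5 h the median was 0.02, with none called by limma and 0 at an unadjusted p under 0.05.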

### Changes in transcripts related to cell wall loosening in gravitropism

Cell wall composition and extensibility change during gravitropism [45]. A previous microarray study showed that cell wall-related transcripts are regulated in gravitropism [46]. Here, our data showed asymmetrical regulation of the cell wall precursors and cell wall loosening related transcripts in the gravitropic bending of rice shoot bases (Fig. 5). Gene transcripts of pectin esterase, xylosidase, hydrolase, cellulase and pectate lyase were more abundant in the lower flank at 6 h. 

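Of 11 tested transcripts of wall-degrading enzymes in the study's tables, 6 were called at 6 h (9 with the replicate block), with log2 differences from 0.34 to 1.89 and a median of 1.07. Of 5 pectin esterase transcripts there, whose products alter pectin in the wall, 3 were called (4 with the replicate block), with values from 0.84 to 1.22 and a median of 1.15. The tables were chosen on these samples, and the direction of these transcripts at 6 h is not independent evidence. Medians at 0.5 h were −0.06 and −0.07, both above 0 after quantile scaling and without centring, with none called by limma and 0 at an unadjusted p under 0.05 in either group.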

Transcripts of multiple expansins (α-expansin and β-expansin) and xyloglucan endotransglycosylase coding genes were more abundant in the lower flank at 6 h. In addition, cell wall precursor-related transcripts were more abundant in the lower flank at 6 h, including those encoding bifunctional polymyxin resistance arnA protein (Os01g73790), which plays a role in the synthesis of UDP-D-apiose and UDP-D-xylose; UDP-D-galactose synthesis-related NAD dependent epimerase (Os08g28730); UDP-glucuronic acid decarboxylase (Os05g29990 and Os01g62020), which are involved in the synthesis of UDP-D-xylose; UDP-glucose 6-dehydrogenase (Os12g55070, Os12g25700 and Os12g25690), which is responsible for the synthesis of UDP-D-glucuronic acid and synthesis-related phosphoglucomutase (Os03g50480). 

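The β-expansin gene EXPB11 was 2.7-fold higher in the lower flank at 6 h (log2 difference 1.43, standard error 0.14, adjusted p = 8.98e-05), and the α-expansin genes EXP5 and EXP2 were 2.91-fold (1.54, adjusted p = 0.00282) and 1.72-fold higher (0.78, adjusted p = 0.00276). Expansins loosen the wall during cell growth. Of 9 β-expansin genes, EXPB11 and EXPB4 (0.54, adjusted p = 0.0353, not called in 9 of 15 fits that leave out 1 array) were higher and none was lower (5 higher adjusted over the list alone, 4 higher with the replicate block); the list median was 0.27 and the list was called higher (adjusted p = 0.000128), a call not kept with an estimated correlation. Of 10 α-expansin genes, 2 were higher and EXP1 was lower (4 higher and 1 lower adjusted over the list alone), with a list median of 0.12. In the study's tables, which were chosen for this direction, 4 of 7 expansin transcripts were called at 6 h (median 0.78) and 2 of 8 xyloglucan endotransglycosylase transcripts, whose products cut and rejoin xyloglucan (median 0.80, 4 with the replicate block). At 0.5 h the medians were −0.04, above 0 after quantile scaling and without centring, and −0.17, above 0 without centring; none was called by limma, with 0 and 2 at an unadjusted p under 0.05, the 2 in opposite directions.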

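UGE-2 (Os08g28730), the epimerase that makes UDP-galactose, was 2.27-fold higher in the lower flank at 6 h, at a log2 signal of 6.84 ± 0.10 (SD, n = 3) against 5.66 ± 0.15 (log2 difference 1.18, standard error 0.13, adjusted p = 0.000318). The UDP-glucose dehydrogenase genes UGD3 (Os03g55070) and UGD4 (Os12g25690), which make UDP-glucuronic acid, were 1.45-fold (0.54, adjusted p = 0.0256, not called without any 1 of the 6 arrays at 6 h) and 1.44-fold higher (0.53, adjusted p = 0.0484, not called in 13 of 15 fits that leave out 1 array). UGD3 has the locus of the study's tables, while Os12g55070, the locus in the paper's text, had no matched probe set. Of the UDP-glucuronic acid decarboxylase genes, Os01g62020 was 1.57-fold higher (0.65, adjusted p = 0.00695). Os05g29990 read 0.69 (adjusted p = 0.0919, and 0.0197 with the replicate block). Os01g73790 read 0.55 (adjusted p = 0.124, and 0.0391 with the replicate block), and UGD5 (Os12g25700) 0.67 (adjusted p = 0.101, and 0.0162 with the replicate block). Among the 9 genes of UDP-sugar synthesis, 4 were higher when adjusted over the list alone. In the study's tables, chosen on these samples and not independent evidence of direction, 4 of 7 precursor transcripts were called (7 with the replicate block), with a median of 0.65; at 0.5 h it was −0.06, above 0 after quantile scaling and without centring, with none called by limma and 0 at an unadjusted p under 0.05. Cellulose synthase genes CESA8 and CESA6, which spin the wall's cellulose, were higher by 0.52 (adjusted p = 0.0467) and 0.50 (adjusted p = 0.0441), calls lost in 13 and 12 of those 15 fits. Of 9 such genes 4 were higher when adjusted over the list alone, with a list median of 0.32 (adjusted p = 0.00796, not kept with an estimated correlation). The cellulose-synthase-like genes CSLC1, CSLC7 and CSLC9 were higher by 1.01 (adjusted p = 0.000319), 0.87 (adjusted p = 0.00489) and 0.65 (adjusted p = 0.0324, lost in 9 of the 15). Of 16 such genes 5 were higher when adjusted over the list alone, with a list median of 0.06 (adjusted p = 0.0496, and 0.0865 without centring). This call was not kept with an estimated correlation either. Against 0 h at 6 h, UGE-2, UGD3, UGD4 and Os01g62020 were called lower in the upper flank, by −0.84, −0.55, −0.83 and −0.92. In the lower flank they read 0.35, −0.01, −0.30 and −0.27, none called by limma (adjusted p of at least 0.083).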

The coordinated increase in levels of these cell wall loosening and cell wall precursors synthesis-related transcripts in the lower flank may contribute to gravitropism by affecting cell wall relaxation and extension.

**Figure 5:**
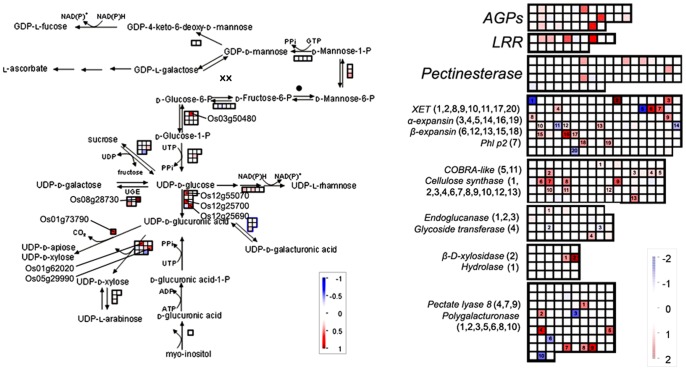
Changes of transcripts for cell wall precursors and cell wall protein related pathways between lower and upper half flanks at 6 h after gravistimulation. MapMan output was used to illustrate the significant transcriptional changes across the tissue of cell wall precursors and cell wall proteins at 6 h after reorientation. The reported values are log transformed ratios of transcripts in the lower flank to the upper flank. Each transcript is indicated as being up-regulated (red square; increase in the ratio of the lower to upper transcript values) or down-regulated (blue square; decrease in ratio of the lower to upper transcript values). Squares arranged in rows and columns represent individual transcripts at a single time point in the process. The individual square in a given area has the same color as the guide bar in the same column. A filled circle indicates that no transcript was detected in the process. Significantly changed transcripts in each process were marked with a series of numbers.

### Changes of transcripts related to glycolysis and tricarboxylic acid (TCA/citric) cycle in gravitropism

Both glycolysis and the citric acid cycle are important metabolic pathways which generate usable energy. 

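None of the 5 energy-metabolism genes named for 0.5 h was called at that time by limma, with adjusted p of at least 0.992 for each; GAPDH and pyruvate kinase had an unadjusted p under 0.05. GAPDH (Os08g03290), glyceraldehyde-3-phosphate dehydrogenase of glycolysis, had a log2 signal of 6.92 ± 0.22 (SD, n = 3) in the lower flank and 6.53 ± 0.30 in the upper flank, a log2 difference of 0.39. Pyruvate kinase (Os04g58110) read 4.18 ± 0.38 against 3.64 ± 0.14, a difference of 0.54, and PEP carboxylase 1 (Os02g14770), which makes oxaloacetate, 3.28 ± 0.79 against 2.83 ± 0.83, a difference of 0.45. Aldolase (Os01g67860) read 6.13 ± 0.48 against 5.62 ± 0.40, a difference of 0.50, and the NADH-ubiquinone oxidoreductase gene Os07g37730 had a difference of 0.51.

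The array carries 3 probe sets along the GAPDH transcript, and the value of this gene is that of the middle one. Over the 6 pairs of flank samples with the same time and replicate number, the lower minus upper log2 difference was 0.00 ± 0.16 (SD, n = 6 pairs) at the 3′ end, 0.40 ± 0.14 in the middle and 0.73 ± 0.29 at the 5′ end. The middle and the 5′ probe set were higher in the lower flank in 6 of 6 pairs (exact sign-flip permutation test, two-sided p = 0.0312, the smallest that 6 pairs allow), and the 3′ probe set in 2 of 6 (exact p = 0.969). A difference between ends of one transcript shows that the probe sets did not change alike.

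**Figure D2:**
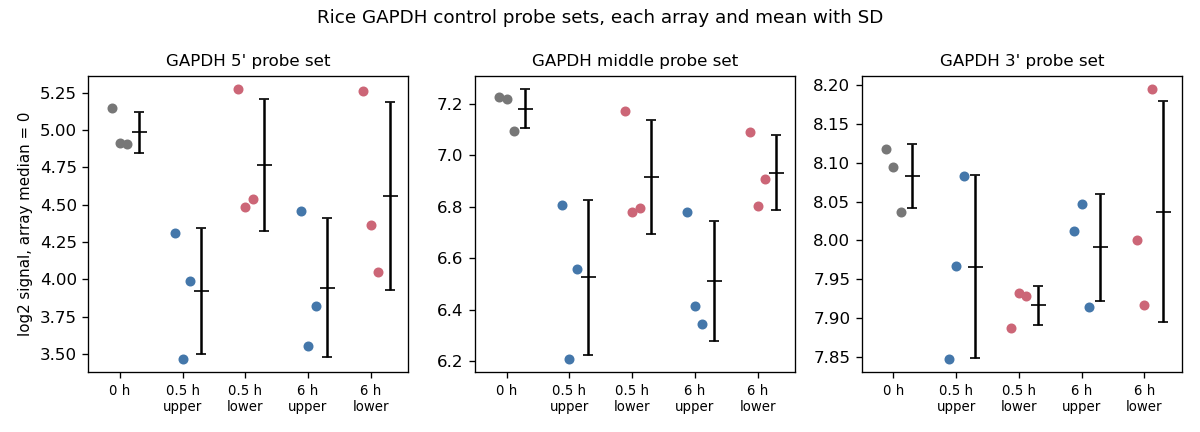
Log2 signal relative to the array median (y axis) of the 5′, middle and 3′ probe sets of GAPDH by flank and time (x axis). Points are arrays, 3 per group; over the 6 pairs the lower flank lies higher in 6 at the 5′ end and in the middle, and in 2 at the 3′ end.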

Our data showed that the greater abundance of transcripts encoding glyceraldehyde-3-phosphate dehydrogenase (Os08g03290), pyruvate kinase (Os04g58110), phosphoenolpyruvate carboxylase 1 (Os02g14770), ATP synthesis-related rotenone-insensitive NADH-ubiquinone oxidoreductase (Os07g37730) and fructose-bisphosphate aldolase cytoplasmic isozyme (Os01g67860) in the lower flank at 0.5 h may provide the energy for gravitropic bending by contributing to the generation of ATP (Fig. 6). Many transcripts coding for glycolysis-related and TCA-related proteins showed different levels of abundance between the lower and upper flanks of the rice shoot base at 6 h. 

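Alcohol dehydrogenase 2 (Os10g07229), an enzyme of fermentation, was 1.67-fold higher in the lower flank at 6 h (log2 difference 0.74, standard error 0.13, adjusted p = 0.0102, and 0.055 and 0.0642 without 6 h upper flank replicate 3 and 6 h lower flank replicate 2; a second probe set gave 0.70, adjusted p = 0.155). Pyruvate decarboxylase (PDC1, Os05g39310), the enzyme before it, read 1.43 (adjusted p = 0.0751) at 6 h and 0.90 at 0.5 h, not called at either time. GAPDH (Os08g03290) read 0.42 (standard error 0.17, adjusted p = 0.371), pyruvate kinase (Os04g58110) 0.66 (adjusted p = 0.302), and the phosphoglycerate mutase gene Os01g60190 0.44 (adjusted p = 0.115). Phosphoglucomutase (Os03g50480) read 2.20 with a standard error of 0.59 (adjusted p = 0.102), from signals of 0.39 ± 0.87 and −1.81 ± 1.3 (SD, n = 3) near or below the array median. Aldolase (Os01g67860) read 0.54 (adjusted p = 0.562, and 0.03 with the replicate block). Pyruvate phosphate dikinase was matched by symbol alone, and the paper's locus Os03g31750 was not matched. PPDK1 read 0.18 (adjusted p = 0.72) and PPDK2 −0.69 (adjusted p = 0.503), neither called. The pyrophosphatase gene Os01g64670 and the FBPase gene Os01g64660 were not matched either. FBPase probe sets found by symbol read −0.15 (adjusted p = 0.759) and 0.65 (adjusted p = 0.412). Of 15 glycolysis genes listed apart from the study's tables, 10 lay above 0 at 6 h (median 0.04, adjusted p = 0.424), with none called by limma and 1 higher and 1 lower at an unadjusted p under 0.05; the glycolytic GAPC2 read 0.49 and the hexokinase HXK6 0.39. At 0.5 h, 7 of the 15 lay above 0, with a median of −0.03 (adjusted p = 0.763) that lay above 0 under each other scaling.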

The more abundant transcripts included phosphoglucomutase (Os03g50480), glyceraldehyde-3-phosphate dehydrogenase (Os08g03290), 2,3-bisphosphoglycerate-independent phosphoglycerate mutase (Os01g60190), pyruvate kinase (Os04g58110), pyruvate decarboxylase (Os05g39310) and alcohol dehydrogenase 2 (Os10g07229); meanwhile, pyrophosphatase (Os01g64670 and Os01g64660), fructose-1,6-bisphosphatase (Os01g64660) and pyruvate phosphate dikinase (Os03g31750) were among the less abundant transcripts.

**Figure 6:**
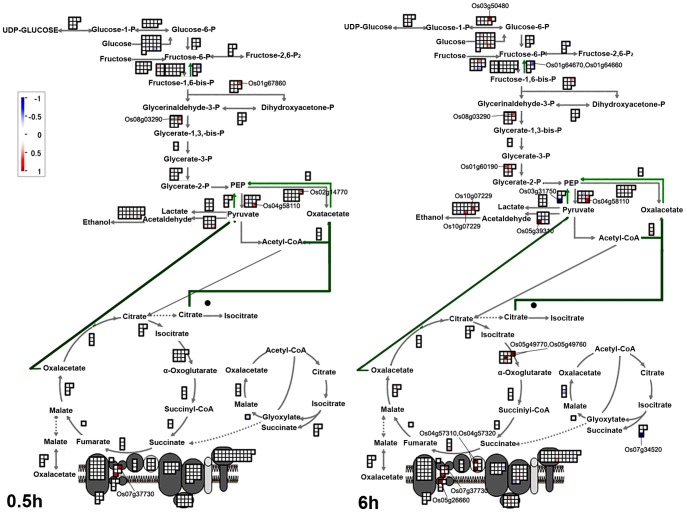
Changes of transcripts for glycolysis and the TCA cycle at 0.5 h and 6 h after gravistimulation. MapMan output was used to illustrate the significant changes across the tissue on glycolysis and the TCA cycle at 0.5 h and 6 h after reorientation. Reported values are log transformed ratios of transcripts in the lower flank to the upper flank. Each transcript is indicated as being up-regulated (red square; increase in the ratio of the lower to upper transcript values) or down-regulated (blue square; decrease in ratio of the lower to upper transcript values). Squares arranged in rows and columns represent individual transcripts at a single time point in the process. An individual square in a given area has the same color as the guide bar in the same column. A filled circle indicates that no transcript was detected in the process.

The more abundant transcripts of CTP synthase (Os05g49770) and isocitrate dehydrogenase (Os05g49760) in the lower flank and less abundant transcript of isocitrate lyase (Os07g34520) in the lower flank may contribute to the TCA process. 

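CTP synthase (Os05g49770) and isocitrate dehydrogenase (Os05g49760), an enzyme of the TCA cycle, share their probe sets on this array, so their signals cannot be told apart. One of the probe sets was 2.02-fold higher in the lower flank at 6 h (log2 difference 1.02, standard error 0.21, adjusted p = 0.0269, not called without 6 h upper flank replicate 1 or 2 or any 6 h lower flank array), and the other read 1.23 (adjusted p = 0.0565, and 0.00451 with the replicate block). Isocitrate lyase (Os07g34520), of the glyoxylate cycle, lay below the filter and was not tested; it read 1.07 ± 1.7 in the lower flank and 2.54 ± 0.25 in the upper flank (SD, n = 3). Of 11 TCA cycle genes listed apart from the study's tables, 2 lay above 0 at 6 h (median −0.07, adjusted p = 0.584), with none called by limma and 0 at an unadjusted p under 0.05. Aconitase read −0.29 and the succinate dehydrogenase gene SDH5 −0.25 at 6 h. At 0.5 h the list median was −0.10 (adjusted p = 0.539), a sign not kept without centring.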

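The probe sets shared by the thiol-disulphide oxidoreductase gene (Os04g57310) and the immutans gene (Os04g57320), a plastid terminal oxidase, were higher in the lower flank at 6 h. Their log2 differences were 1.23 (standard error 0.16, adjusted p = 0.00125) and 1.19 (standard error 0.16, adjusted p = 0.00141). Of the NADH-ubiquinone oxidoreductase genes, Os05g26660 read 1.09 (adjusted p = 0.106, and 0.0177 with the replicate block) and Os07g37730 read 0.34 with a standard error of 1.05 (adjusted p = 0.922). Of 5 tested transcripts of mitochondrial electron transport in the study's tables, whose direction the choice of the tables fixed, 2 were called (median 1.09), 3 with the replicate block; at 0.5 h the median was 0.29, with none called by limma and 0 at an unadjusted p under 0.05.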

Several transcripts encoding mitochondrial electron transport/ATP synthesis proteins were more abundant in the lower flank at 6 h, including rotenone-insensitive NADH-ubiquinone oxidoreductase (Os07g37730 and Os05g26660), thiol-disulphide oxidoreductase (Os04g57310) and immutans protein (Os04g57320). These results suggested that the acceleration of glycolysis and the TCA cycle may provide energy for gravitropic bending.

### Changes of transcripts for sucrose-starch metabolism in gravitropism

Our previous studies had demonstrated that hexoses including glucose are increased in the lower flank of the rice shoot base during gravitropic bending [28]. In this study, the transcript encoding the sucrose transport protein SUC3 (Os02g58080) was higher in the lower flank at 6 h. 

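The sucrose transporter gene SUC3 (Os02g58080) had a log2 signal of 4.92 ± 0.09 (SD, n = 3) in the lower flank and 4.56 ± 0.18 in the upper flank at 6 h. Its log2 difference of 0.37 (standard error 0.14) was not called (adjusted p = 0.318 by limma). At 0.5 h it was −0.16 and turned positive without centring.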

Transcript abundance of beta-fructofuranosidase (Os02g01590 and Os02g33110) was 2-fold and 2.2-fold higher, respectively, in the lower flank than that in the upper flank. By contrast, the starch degradation reaction seemed to be inhibited in the lower flank at 6 h, with several transcripts encoding starch degradation-related enzymes, such as alpha-glucosidase precursor (Os06g46284), alpha-amylase isozyme C2 precursor (Os06g49970), alpha-amylase isozyme 3D (Os08g36910), alpha-amylase isozyme 3D (Os08g36910) and beta-amylase (Os02g03690) which were less abundant by 0.37, 0.41, 0.45, 0.46 and 0.69-fold, respectively (Fig. 7). These data suggested that changes of transcripts related to sugar transport and metabolism may contribute to the difference in sugar content between the upper and lower parts relative to the bending site during the gravitropic response.

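CIN1 (Os02g33110), a cell wall invertase that splits sucrose outside the cell, was 2.31-fold higher in the lower flank at 6 h, at a log2 signal of 5.13 ± 0.16 (SD, n = 3) against 3.92 ± 0.49 (log2 difference 1.21, standard error 0.21, adjusted p = 0.00754). At 0.5 h its log2 difference was 0.08, not called. Os02g01590, the other invertase gene, lay below the filter and was not tested; it read 1.4 ± 0.56 in the lower flank and −2.10 ± 1.3 in the upper flank (SD, n = 3), 11.3-fold apart, with an upper-flank signal where the array is imprecise. Of 13 invertase and sucrose synthase genes, CIN1 was the 1 called at 6 h (1 adjusted over the list alone), with a list median of −0.04 (adjusted p = 0.584).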

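AMYC2 (Os06g49970) and AMY3D (Os08g36910) were matched by symbol alone, and their loci are those the paper gives. AMYC2, an α-amylase that breaks down starch, was lower in the lower flank at 6 h, at a log2 signal of 3.81 ± 0.20 (SD, n = 3) against 5.22 ± 0.39 in the upper flank. The lower flank held 0.376 of the upper flank's signal (log2 difference −1.41, standard error 0.24, adjusted p = 0.00695). AMY3D (Os08g36910) read 2.81 ± 0.54 and 3.75 ± 0.39, a ratio of 0.522 that was not called (log2 difference −0.94, adjusted p = 0.343); its second probe set, below the filter, read 0.41 the other way. At 0.5 h AMYC2 read 0.28 and AMY3D −0.19, neither called. Of 5 starch degradation genes, AMYC2 was lower and none was higher at 6 h; the list median was −0.27 and the mean −0.54 (adjusted p = 0.105, and 0.0435 without centring). Of 5 starch synthesis genes, none was called by limma and 0 had an unadjusted p under 0.05; SS2 read −0.36 and SSII-1 −0.27, with a list median of −0.22 (adjusted p = 0.584). The α-glucosidase (Os06g46284) and β-amylase (Os02g03690) genes were not analysed here. Against the whole shoot bases at 0 h, AMYC2 was higher in both flanks at 6 h. It rose by 2.33 in the upper flank (adjusted p = 3.22e-05 by limma) and 0.92 in the lower flank (adjusted p = 0.0153). The tested AMY3D probe set was higher by 3.18 (adjusted p = 8.52e-05) and 2.24 (adjusted p = 0.00112). AMYC2 thus rose less in the lower flank and did not fall there.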

**Figure 7:**
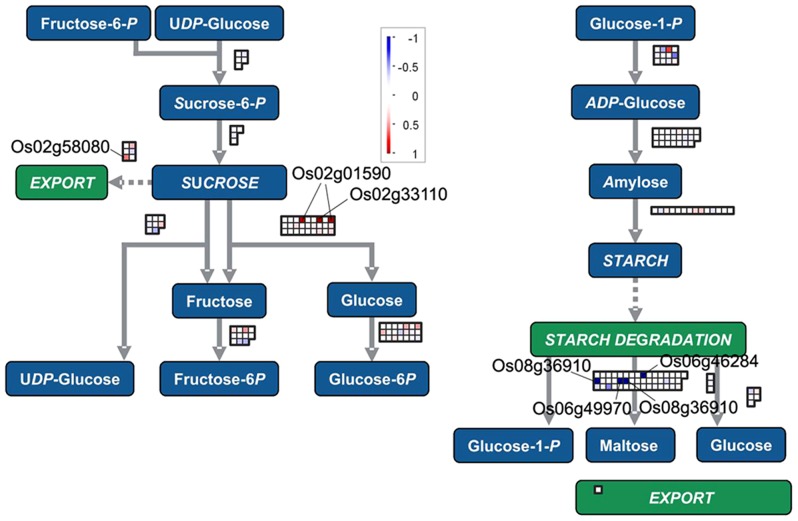
Changes of transcripts for sucrose-starch metabolism at 6 h after gravistimulation. MapMan output was used to illustrate significant transcriptional changes across the tissue in cell wall precursors and cell wall proteins at 6 h after reorientation. The reported values were log transformed ratios of transcripts in the lower flank to the upper flank. Each transcript is indicated as being up-regulated (red square; increase in the ratio of the lower to upper transcript values) or down-regulated (blue square; decrease in the ratio of the lower to upper transcript values). Squares arranged in rows and columns represent individual transcripts at a single time point in the process. An individual square in a given area has the same color as the guide bar in the same column. A filled circle indicates that no transcript was detected in the process.

### Other significantly regulated transcripts in gravistimulated rice

In addition, we observed alterations in levels of transcripts involved in signaling, DNA regulation and various cellular processes at 0.5 h and 6 h. Plant glutathione S-transferases (GSTs) were suggested to be related to plant gravitropism [24], [47]. Moseyko (2005) found that GST belongs to the oxidative burst plant defense group, which is the largest functional category of gravity-regulated transcripts in *Arabidopsis*, but the gravitropic functions of those corresponding transcripts in rice are not clear.

### Validation of microarray data by qRT-PCR

To validate the microarray data, five transcripts from the whole microarray dataset and six transcripts from the MapMan and PageMan results, which were significantly different in abundance between the lower and upper flanks, were randomly selected to be analyzed by qRT-PCR using three independent biological replicates. These gene transcripts included *OsCML27* (Os03g21380), *OsCPD2* (Os11g04710), a putative receptor protein kinase coding gene (Os04g45730), *Aux2* (Os09g37500) and *LGC1* (Os02g30780). 

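Of these genes, Aux2 (Os09g37500) and LGC1 (Os02g30780) were higher in the lower flank at 6 h, 5.05-fold (log2 difference 2.34, standard error 0.25, adjusted p = 0.000231) and 4.15-fold (2.05, standard error 0.16, adjusted p = 1.84e-05). Aux2 is an auxin-responsive SAUR gene, with log2 signals of 6.13 ± 0.11 (SD, n = 3) and 3.79 ± 0.34 at 6 h. OsCML27 (Os03g21380), a calmodulin-like gene, was 2.25-fold higher, at 7.07 ± 0.12 against 5.90 ± 0.39 (SD, n = 3; log2 difference 1.17, adjusted p = 0.0369, not called in 10 of 15 fits that leave out 1 array). OsCPD2, matched by symbol, was lower there and called, with the values given beside CYP734A6. At 0.5 h, by limma, none of the other 3 was called, with log2 differences of 1.07 for Aux2, 0.26 for LGC1 and −0.17 for OsCML27, the last above 0 without centring. The receptor protein kinase gene Os04g45730 was not analysed here.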

The expression tendencies of these transcripts (either up-regulation or down-regulation) from microarray and qRT-PCR analyses were compared side-by-side at 0.5 h and 6 h (Fig. 8A). The relative abundance and the temporal changes in transcript levels after gravity stimulation were confirmed by qRT-PCR for transcripts of OsIAA20 (Os06g07040), cytochrome P450 (Os02g12690), UDP-D-xylose (Os12g25690), auxin efflux carrier component (Os01g51780), alpha-glucosidase precursor (Os06g46284) and beta-fructofuranosidase (Os02g01590), which were selected from the genes derived from results of MapMan and PageMan analyses. 

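Os01g51780, an auxin efflux carrier gene, was 6.55-fold higher in the lower flank at 6 h on the arrays, at a log2 signal of 4.31 ± 0.17 (SD, n = 3) against 1.60 ± 0.39 in the upper flank (standard error of the log2 difference 0.19, adjusted p = 7.46e-06). UGD4 (Os12g25690), the UDP-glucose dehydrogenase gene, had array signals of 7.03 ± 0.11 and 6.50 ± 0.18 (SD, n = 3). Log2 differences at 0.5 h were −0.25 for OsIAA20, −0.09 for UGD4 (0.13 without centring) and 0.29 for Os01g51780, none of them called by limma. UBQ5, the reference gene of the qRT-PCR, read 0.02 between the flanks at 6 h on the arrays (adjusted p = 0.972). The PCR measurements themselves were not analysed here.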

Compared with the upper half flank as a control, the up-regulated changes in the lower half flank at 6 h included transcripts of OsIAA20 (Os06g07040), UDP-glucose 6-dehydrogenase (Os12g25690), auxin efflux carrier component (Os01g51780) and beta-fructofuranosidase 1 (Os02g01590), while the down-regulated transcripts in the lower half flank at 6 h included those encoding cytochrome P450 (Os02g12690) and alpha-glucosidase precursor (Os06g46284). The results revealed that the expression tendencies were similar between qRT-PCR and microarray results for the transcripts selected from the PageMan and MapMan analyses (Fig. 8B).

**Figure 8:**
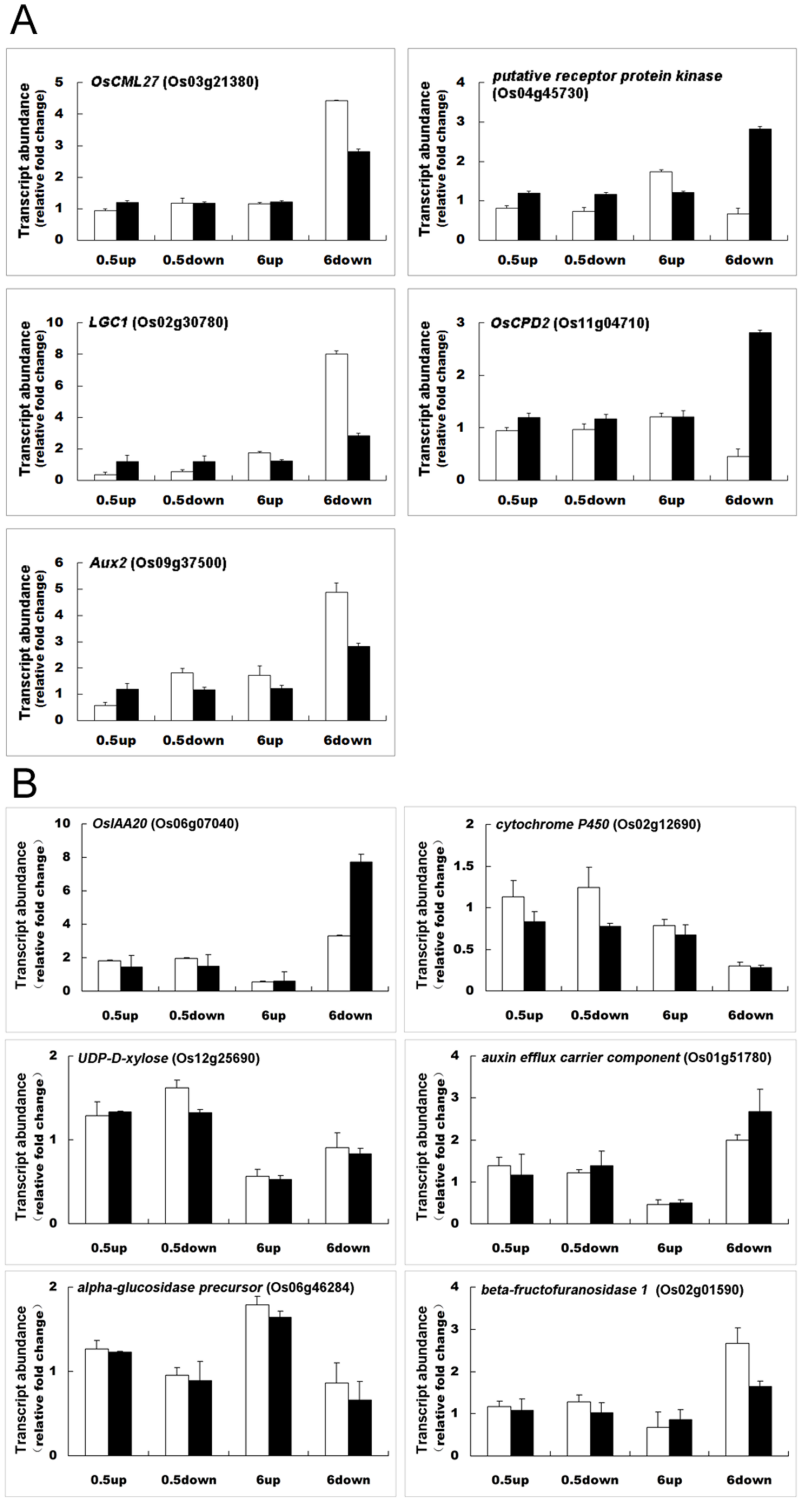
qRT-PCR validation of microarray analysis results. Relative changes in transcript abundance after gravity stimulation compared to the vertical control were analyzed by the microarray assay, and relative changes in transcript abundance observed by qRT-PCR all utilized the non-reoriented control at the relevant time point as a reference. A. qRT-PCR analysis of *OsCML27* (Os03g21380), *OsCPD2* (Os11g04710), a transcript encoding a putative receptor protein kinase (Os04g45730), *Aux2* (Os09g37500) and *LGC1* (Os02g30780) expression. B. qRT-PCR analysis of *OsIAA20* (Os06g07040), and coding genes for cytochrome P450 (Os02g12690), UDP-D-xylose (Os12g25690), auxin efflux carrier component (Os01g51780), α-glucosidase precursor (Os06g46284), β-fructofuranosidase 1 (Os02g01590). 0.5 h down, 0.5 h up, 6 h down and 6 h up represent for lower flank at 0.5 h, upper flank at 0.5 h, lower flank at 6 h and upper flank at 6 h, respectively. The relative mRNA abundance was calculated as the ratio between the control sample and gravistimulated sample at each time point. Values are means ± SD; n = 3; □ real-time PCR results; ▪ microarray data.

## Discussion

Gravitropism, or bending of plants in response to gravity, is caused by differential growth rates between the two flanks of a responsive organ, which requires a complex signal transduction cascade. IP3, pH, and Ca^2+^ are second messengers of early signaling events in the transduction of physical alterations into a biochemical signal within the plant cell [10], [11], which may regulate specific gene expression to result in differential growth rates between two regions, causing bending or curvature of the plant organ. However, associations between all of these signal transduction events and the mechanism of asymmetric growth still require clarification. Whole genome expression analysis using gene chips makes identifying multiple regulatory genes on each side of a responsive organ during the gravitropic response technically possible. Thus far, only a few studies have reported transcriptome profiling of gravitropism, in which whole seedlings or specific segments of *Arabidopsis* roots were collected as experimental materials [24], [46]. In such cases, important genes which show asymmetrical transcript abundance between two flanks of the responding organs under gravistimulation and contribute to the gravitropic response may be missed, especially since it is difficult to separate the two flanks due to the small size of the *Arabidopsis* plant. Here we used 3-week-old rice seedlings as experimental materials, and the two flanks of the gravitropic responsive organ (i.e., rice shoot base) were fairly easy to separate [21]. By comparing transcript abundance in the lower and upper half flanks of the shoot base, genes responsive to gravistimulation were identified, although some of them which were expressed differentially at various timepoint may be also have been affected by the circadian rhythm. A total of 5,575 and 5,047 transcripts were detected in the upper and lower flanks of the shoot base, respectively. There were 167 and 1,202 significantly (*P*<0.05) transcripts that were altered by greater than 2-fold between the upper and lower flanks of the shoot base at 0.5 h and at 6 h, respectively. To our knowledge, this is the first study outlining the transcriptional network of negative gravitropism in the shoot base of rice. The analysis of distinct transcript levels in response to gravistimulation in the upper and lower flanks of the rice shoot base provided a spatial resolution of gravity-induced transcriptomic changes.

MapMan and PageMan analyses provide a systematic description of the attributes of gene products [48], [49], [50], [51]. In comparing our results in rice with the profiles of *Arabidopsis* gravitropism responsive genes, many transcripts were found to be altered by gravistimulation in both plants. These include the genes transcripts coding for cytochrome P450, expansin, xyloglucan endotransglycosylases, pectinesterases, as well as auxin-responsive genes (*SAUR*, *IAAs*, auxin and efflux carrier *EIR1* or *PIN2*) [24], [26]. Some common transcripts have also been identified between *Brassica* and rice which are changed asmmetrically by gravistimulation between the upper and lower flanks at the bending site (e.g., expansin family genes, *SAUR*, *IAAs* and glycosyl related genes) [27]. These results suggest some similarities in the transcriptional changes caused by gravistimulation between monocotyledons and dicotyledons. Our data showed that transcripts involved in the synthesis of ethylene and cytokinin, as well as secondary metabolism (including synthesis of bioflavonoids and phenylpropanoids) were strongly regulated at 0.5 h; meanwhile, transcripts related to hormone metabolism and transportation (e.g., auxin, GA and BR) and cell wall expansion, which may contribute to the asymmetric growth, were differentially altered at 6 h. In addition, JA, glycosis and TCA cycle related genes were induced at both 0.5 h and 6 h.

The TCA cycle is composed of a series of biochemical reactions used by all aerobic organisms to generate energy through oxidization of acetate derived from carbohydrates, fats and proteins into carbon dioxide and water. These reactions provide precursors for the biosynthesis of compounds, including certain amino acids as well as the reducing agent NADH and GTP (or ATP); therefore, the increase in these factors due to elevation of TCA cycle related gene transcripts and corresponding proteins may accelerate growth in the lower half flank in the gravitropic response. The important roles of plant hormones (e.g., IAA, GA and ethylene) in gravitropism have been reported in previous studies [22], [23], [52], [53], [54], [55]. Here, we systematically identified transcripts involved in the homeostasis of plant hormones, especially GA and JA. The content of bioactive GAs was found to be increased in the lower flank of the rice shoot base, implicating the involvement of GA in gravitropism. However, the mechanistic basis of asymmetric distribution of bioactive GAs has not been clearly defined [21]. In this study, we observed increased expression of *OsGA20ox4*, the product of which synthesizes bioactive GAs and decreased expression of *OsGAox7* and *OsGA2ox9*, which are involved in the degradation of bioactive GAs in the lower flank of the rice shoot base. This result suggested that differences in the abundance of these transcripts between the upper and lower flanks of the shoot base may be responsible for the asymmetric distribution of bioactive GAs in gravitropism. Consistent with this observation, EUI, a cytochrome P450 monooxygenase which deactivates bioactive GAs, was reported previously to play a role in root gravitropism in rice [23]. In addition, we found that transcripts involved in JA biosynthesis and distribution were asymmetrically expressed in the two flanks of the rice shoot base. Gutjahr *et al.* (2005) detected a gradient of JA opposing the auxin gradient related to gravitropism in rice [39]. Few genes in JA homeostasis have been reported in gravitropism research. In this work, three JA biosynthesis related gene transcripts encoding lipoxygenase 1 (Os03g49260), cytochrome P450 (Os02g12690) and 12-oxophytodienoate reductase 2 (Os06g11200) were identified to be less abundant in the lower flank of the rice shoot base. This asymmetric transcriptional pattern may have affected the JA gradient across the upper and lower flank of the rice shoot base.

In summary, we have identified a series of biological processes and related gene transcripts in gravitropism by transcriptional analysis of rice shoot bases after gravistimulation. Functions of these gene products were analyzed by MapMan and PageMan to identify the key genes in the plant response to gravity. Our study provides important clues and candidate genes for future research to experimentally validate their involvement in gravitropism.

## Methods

### Plant materials and gravitropic stimulation

Rice plants (*Oryza sativa* sp. japonica) were germinated and grown in soil at a photon flux density of 350–400 µmol m^−2^ s^−1^, 60–80% relative humidity and 12/12 h day/night cycle at 25°C in a phytotron. All experiments were performed with 3-week-old seedlings. The two flanks of the rice shoot base between 0.5 cm and 1 cm above the root were marked (Fig. S6), and seedlings were kept in the dark for 16 h prior to gravistimulation. Some plants were harvested as 0 h samples and stored in liquid nitrogen, while other plants were subsequently gravistimulated by a 90° rotation to the horizontal position. The entire treatment process was carried out under dim green light. At 0.5 h and 6 h after the reorientation, the whole plants were quickly pulled from the soil and frozen in liquid nitrogen. The lower and upper flanks of the rice shoot base (exactly between 0.5 cm and 1 cm above the root) were separated rapidly on glass panes on ice by cutting with a razor blade, refreezing in liquid nitrogen and storing at −70°C until RNA extraction. Three biological replicates for each time point were harvested and used for subsequent experiments. Each pooled sample contained either 50 shoot bases of rice that were not reoriented (0 h and 6 h) or 100 lower or upper flanks of shoot bases (0.5 h upper, 0.5 h lower, 6 h upper and 6 h lower) from plants grown in the same condition.

### RNA isolation, microarray hybridization and analysis

Total RNA was extracted using QIAGEN RNAeasy mini kit (Qiagen, Valencia, CA) according to the manufacturer's instructions. Quality and integrity of the isolated RNA were assessed on the Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, CA). Total RNA was incubated with oligo dT/T7 primers and reverse transcribed into double-stranded cDNA. *In vitro* transcription of the purified cDNA was performed with T7 RNA polymerase at 42°C for 6 h. The amplified RNA was purified and subjected to a second round of amplification and biotin labeling with the Affymetrix IVT labeling kit. Biotin-labeled RNA was fragmented and hybridized to Affymetrix Rice Genome GeneChips for 16 h, washed, stained and scanned. GCOSv1.4 was used to calculate the signal intensity and the calls on the hybridized GeneChip. Signal intensities were then centered to the 50th percentile of each chip and for each individual gene. Only genes labeled by the GCOS software as “present” or “marginal” in all samples were included in further analysis. We filtered the changed transcripts according at different times by RVM ANOVA [56], [57]. The Benjamini-Hochberg *P*-value correction (*P*-value cut-off 0.05) was used to recognize significant differences in transcript abundance. Heat maps were generated by using the Matrix2png online software [58].

### qRT-PCR analysis

For qRT-PCR analysis, cDNA was synthesized using oligo (dT) 18 primers and ReverTra Ace M-MLV RTase (Toyobo, Japan) using total RNA as template according to the manufacturer's recommendations. Primers used for qRT-PCR are listed in Table S4. qRT-PCR was performed with the SYBR Green Real-time Master Mix (Toyobo), and fluorescent emission was detected with a Chromo4 Four-Color Real-Time PCR System (MJ Research, San Francisco, CA). *Ubiquitin 5* (*OsUBQ5*, Os01g22490) was used as the reference gene. The relative gene expression level was calculated as the ratio of target genes over *UBQ5* using a comparative cycle threshold (Ct) method [2].

### MapMan and PageMan analyses

MapMan [29], [30] and PageMan [29] analyses were performed using a set of unique probe sets which were obtained from the Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information (NCBI) under the series accession number GSE31834, and all data deposited into GEO were MIAME (minimum information about a microarray experiment) compliant. To identify those BINs that were significantly affected by gravitropism, we calculated the induction factor of all genes in a BIN and compared the average induction factor of a BIN to that of all other BINs by the Wilcoxon rank sum test. Annotations of genes without references in the manuscript all corresponded to related orthologous genes in the database.

## Supporting Information

Figure S1 MapMan and PageMan analyses for significantly changed transcripts in the lower and upper flanks at 0.5 h and 6 h after gravistimulation. Significant fold changes in transcript levels between samples were log transformed and analyzed using the PageMan tool. Wilcoxon statistical analysis with Benjamini-Hochberg false discovery rate control was performed to determine significantly different gene categories. Non-significant categories were collapsed for display. Statistically significant differences are represented by a false color heat map (blue  =  up-regulated; red  =  down-regulated), where a z-score of 1.96 represents a false discovery rate-corrected *P* value of 0.05.
(TIF)

Figure S2 MapMan and PageMan analyses for changed transcripts in lower and upper flanks at 0.5 h and 6 h after gravistimulation compared to the control sample at 0 h. Significant fold changes in transcript levels between samples were log transformed and analyzed using the PageMan tool. Wilcoxon statistical analysis with Benjamini-Hochberg false discovery rate control was performed to determine significantly different gene categories. Non-significant categories were collapsed for display. Statistically significant differences are represented by a false color heat map (red  =  up-regulated; blue  =  down-regulated), where a z-score of 1.96 represents a false discovery rate-corrected *P* value of 0.05.
(TIF)

Figure S3 Changes in transcript abundance of cytokinin and ethylene related genes at 0.5 h after gravistimulation. **A.** Visualization of modulated transcripts in the cytokinin pathway: lower at 0.5 h vs. upper at 6 h. **B.** Visualization of the modulated transcripts in the ethylene pathway: lower flank at 0.5 h vs. upper flank at 0.5 h. Significant fold changes in transcripts were log transformed (red, up-regulated; blue, down-regulated).
(TIF)

Figure S4 Heat map of transcripts changed only at 0.5 h after gravistimulation. Significant fold changes in transcript levels between samples were log transformed. Wilcoxon statistical analysis with Benjamini-Hochberg false discovery rate control was performed to determine significantly different gene categories. Statistically significant differences are represented by a false color heat map (red  =  up-regulated; green  =  down-regulated).
(PNG)

Figure S5 Heat map of transcripts altered only at 6 h after gravistimulation. Significant fold changes in transcript levels between samples were log transformed. Wilcoxon statistical analysis with Benjamini-Hochberg false discovery rate control was performed to determine significantly changed transcript categories. Statistically significant differences are represented by a false color heat map (red, up-regulated; green, down-regulated).
(PNG)

Figure S6 Illustration of sample harvest. The short base of rice in the frame was harvested in our experiments, and the arrow indicates the gravity direction. The rice shoot base was divided into the upper and lower flank along the midline indicated by the white line.
(TIF)

Table S1 Annotated list transcripts altered both at 0.5 h and 6 h after horizontal reorientation. Significant fold changes in transcripts were log transformed.
(XLS)

Table S2 Annotated list of transcripts altered only at 0.5 h after gravistimulation. Significant fold changes in transcripts were log transformed.
(XLS)

Table S3 Annotated list of transcripts altered only at 6 h after gravistimulation. Significant fold changes in transcripts were log transformed.
(XLS)

Table S4 Primers used for qRT-PCR analysis.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

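RNA of the rice shoot base was read on 15 Affymetrix rice genome arrays, with 3 biological replicates each of whole shoot bases at 0 h, the upper and the lower flank at 0.5 h, and the upper and the lower flank at 6 h after reorientation. Pools of 50 shoot bases or 100 flank pieces stand behind each array. Conditions were taken from the sample labels and the paper, never from the values. Replicates are pools that share only their labels beyond the paper's statement that they are biological replicates, so each p-value measures the spread between these pools.

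The deposited table holds 1 linear signal intensity per probe set and array, which the authors calculated with GCOS on arrays hybridised with amplified, biotin-labelled RNA. The scaling target of the software is not given in the sources used here. The authors then centred the intensities on the median of each chip and of each gene before their own tests, a step that the deposited values do not show. The log2 values used here were computed from the deposited signals. The detection calls that the authors also made were not used here.

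Signals were taken to the log2 scale and each array was centred on its own median. Of 57381 probe sets, 121 controls were left out, except for the middle and 5′ rice GAPDH probe sets, and the 50% with the highest mean log2 signal over all arrays were kept, leaving 28630 to test. The filter looks at no group. Differences were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group over the 15 arrays and moderated variances without an intensity trend (residual degrees of freedom 10, prior degrees of freedom 2.67). The comparisons were lower against upper flank at 6 h and at 0.5 h, the difference between these, and each flank at each time against 0 h. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 within its comparison. Counts of at least 2-fold are calls with a log2 difference of at least 1. For its own counts the paper names a fold of 2 and a Benjamini-Hochberg corrected P cut-off of 0.05 after an RVM ANOVA, over genes called present or marginal in all samples.

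Flank samples with the same time and replicate number were checked for pairing before they were treated as pairs. Deviations from the group means correlated across genes at 0.50, 0.22 and 0.24 in the 0.5 h pairs and at 0.48, 0.26 and 0.41 in the 6 h pairs. Each is above 0.1, the limit set for treating the flank samples as pairs. The highest correlation with a sample of another number was 0.21 for pair 2 at 0.5 h, close to its own 0.22. For the other flank pairs it was at most 0.046. The labelling difference of replicate 1 may add to these correlations, so that pairing is assumed and not established. The values given are from the fit without pairs, as fixed in advance, and the value from a fit with the pair as a block over the 12 flank arrays is added where it changes a call or moves a count by over 1.5 times. Against the 0 h samples the correlations were 0.42, 0.15 and 0.29 for the lower flank at 0.5 h. By the same limit these were treated as pairs, and a block of the replicate number over 15 arrays is added there. For the upper flank at 0.5 h and the upper and lower flanks at 6 h the lowest were 0.063, −0.28 and −0.3, and these are not treated as paired.

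Genes were matched to probe sets through the array's annotation and the study's Tables S1 to S3. OsCPD2, OPR2, AMYC2, AMY3D, isocitrate lyase and UBQ5 were matched by symbol alone, and their loci are those the paper gives. Of the probe sets, 22436 carry 1 gene and 95 several, 34850 carry none, and 3187 carry a symbol or synonym; 1241 have a description from the study's tables. Where a gene has several probe sets, the one with the highest mean that names this gene alone is given. Genes with no matched probe set, and MapMan categories of genes outside the study's tables, were not analysed here. Transcripts of the study's tables were grouped by the categories printed there. Since those tables were chosen on these samples, counts within them are not independent evidence, and in Tables S1 and S3 every study value at 6 h lies above 0.

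A further 52 gene lists of pathways and families were fixed in words, of which 36 had at least 5 tested genes and 16 did not. The paper's own values had been seen by then, so lists of families that it names are not independent of it. The symbol patterns that fill them were written after the annotation had been seen and before any difference had been computed. They reach only genes with a symbol or synonym, so that a list holds a part of its pathway or family. Lists were tested with camera from limma at a preset correlation of 0.01 on the brightest probe set of each gene, with adjustment over the 36 lists, and again with an estimated correlation. Counts adjusted over the list alone use the same limma p-values.

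The genes named are every gene the paper names by locus or symbol that has a matched probe set, the 10 largest rises and falls between the flanks at 6 h among calls whose 3 arrays of a flank lie apart from the other 3 (of the falls, 9 qualify), up to 5 and 5 at 0.5 h, the 5 largest rises and falls shared by both flanks against 0 h (ranked by the mean of both), and up to 4 called members of each list described, or its 2 largest values where none was called. By chance 10% of genes have 3 arrays apart from 3. The rule was set before the data were examined, but the paper's own values had been seen, and which lists are described was settled after the values here had been seen.

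The alternatives, set at the same time, were quantile scaling, no centring, centring on the tested probe sets, no filter, a stricter filter that keeps 40%, a filter on signals above the median of every array, a floor at the 20th percentile, an intensity trend with and without robust variances, only the 6 arrays of a comparison, pairs as a fixed block over 12 or 15 arrays or as a random block, other thresholds, an overall F-test, other forms of the list test, and each array left out in turn. Added after the data had been seen were the arrays of replicates 2 and 3 alone, a covariate for the 5′ to 3′ signal ratio of the control genes GAPDH, actin and cyclophilin, and replicate 1 against the others as a block.

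The procedure was tested on simulated data with the spread of these arrays. At 0.5 h, 45 of 100 probe sets with a true log2 difference of 1 and 79 of 100 with one of 2 were called, with 11 false calls; at 6 h there were 5 false calls. The Benjamini-Hochberg cut-off is stricter where fewer probe sets differ, as in the real 0.5 h comparison with its 2 calls. The simulated shares therefore overstate what could be called there, and the few calls at 0.5 h are no evidence of no change. A list of 20 genes shifted by 0.5 was called at either time, and none of 50 unshifted lists was. The simulated noise was drawn independently for each probe set, so it held no correlation between genes. The simulation therefore cannot show how the list test behaves for correlated genes. Correlations between the 15 arrays ran from 0.891 to 0.983, and no 2 arrays were identical. No columns of other samples are in the table (0 found).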

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

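All tests of explanations in this part were chosen after the results they concern had been seen. Counts of other splits of the samples were planned, but the restriction to the 8 splits that keep the 6 h flanks and to the 4 that part the pairs for the lower flank at 0.5 h against 0 h was chosen later.

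The flank difference changed between 0.5 h and 6 h for 156 transcripts (83 to 100 without any 1 of 7 arrays) and for 9 gene lists, by a direct test of the difference between the times. Of genes higher in the lower flank at 6 h, those whose flank difference grew on the log2 scale were Os10g26410 (by 3.216), Os10g40480 (2.976), WOX11 (2.97), WOX6 (2.942), IAA9 (2.775), BHLH172 (2.693), Os01g51780 (2.421), bZIP06 (2.153), GH3.2 (2.091), LGC1 (1.795), EXP5 (1.727), IAA12 (1.551), EXPB11 (1.332), Os09g37430 (1.305), UGE-2 (1.278), CSLC1 (1.215), OsPIN10a (1.126), CYP734A6 (1.012) and EXP2 (0.8252). OsIAA20 grew by 5.173, a size that is uncertain since its upper-flank signal at 6 h lies below the array median. The pair of probe sets of Os04g57310 and Os04g57320 grew by 1.527 and 1.339. OsCPD2 (−1.934), OsPIP2;5 (−1.932) and AMYC2 (−1.685) moved the other way. Among lists, Aux/IAA genes (adjusted p = 1.65e-12), auxin response factors (0.000413), UDP-sugar synthesis (0.000162), cellulose synthases (0.000868), beta-expansins (0.00248), cellulose-synthase-like genes (0.00471), alpha-expansins (0.008) and GH3 genes (0.026) had a larger lower-flank excess at 6 h, and starch degradation genes a smaller one (0.0429). Aux/IAA and UDP-sugar synthesis hold, both at adjusted p = 0.0276 with an estimated correlation; the call of starch degradation was lost after quantile scaling (adjusted p = 0.0518). Without centring, the medians of cellulose synthases, cellulose-synthase-like genes and GH3 genes in this comparison turn to −0.01, −0.04 and −0.01. Of 32 splits of the flank samples that part all 6 pairs, the 24 that turn part of the 6 h pairs undo the 6 h flank difference itself and gave 0 transcripts, so they are no comparison for a change between the times. The 8 that keep the real flanks at 6 h are too few for a share under 0.05. Of these, 1, the real one, gave as many as 156 transcripts (highest other 138, and 89 in the lowest), 2 as many as 9 lists (highest other 9), and 1 as many as the 2 transcripts called at both times (highest other 0).

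Transcripts called between the flanks at 6 h were mostly higher in the lower flank, and the 81 that were lower there stand out because the paper's tables hold none of them. With the 5′ to 3′ ratio of control genes as a covariate, 95.8% stayed calls of the same sign, at a median size 99% of that without it. Within groups that ratio largely follows replicate 1, at log2 −2.71 in the 6 h upper flank against −3.58 and −3.22 in replicates 2 and 3. The covariate thus cannot part RNA integrity from the labelling of replicate 1, and no conclusion on RNA integrity is drawn. The calls did not rest on the labelling of replicate 1, since replicates 2 and 3 alone gave 238 calls, of which 98.3% had the same sign in replicate 1. Centring did not set the direction, since at least 82.4% of calls were higher in the lower flank under every scaling. A difference of position fixed in time is argued against for the calls as a set: in the pair that had no part in choosing them, the flank difference at 0.5 h reached at most 0.127 of its size at 6 h (median over calls, 3 replicates left out in turn under 4 scalings). RNA integrity stays open. So does a difference of position that changes with time, and a fixed one for single calls, since flanks of unturned plants were not analysed here. Gravity as the source may be taken only as a hypothesis.

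Splits for the flank comparisons at a single time are too few for a share under 0.05. Of 4 splits that part the pairs, 1 gave as many as the 502 calls at 6 h (highest other 1) and 1 as many as the 6 lists (highest other 2). At 0.5 h 1 of 4 gave as many as the 2 calls (highest other 0), and 4 of 4 as many as the 0 lists (highest other 1). The same holds against 0 h, with 4 splits that part the pairs for the lower flank at 0.5 h and 10 splits for the others. At 0.5 h 1 of 10 reached the 480 calls of the upper flank (highest other 2) and 2 its 5 lists (highest other 5); 1 of 4 reached the 467 calls of the lower flank (highest other 1) and 1 its 6 lists (highest other 2). At 6 h 1 of 10 reached the 6699 calls of the upper flank (highest other 1) and 1 the 5875 of the lower flank (highest other 0); 1 reached the 10 lists of the upper flank (highest other 6) and 2 the 8 lists of the lower flank (highest other 8).

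The middle GAPDH probe set read higher in the lower flank in all 6 pairs, as the plot of GAPDH probe sets shows. The 3′ probe set of the same transcript had a mean difference of −0.0017 with an SD of 0.156 and so did not show more GAPDH transcript in the lower flank. It lies at or above the 99.6th percentile of each array, where the brightest signal is 2.15 times higher, past the 1.5 times that the script asks for before it counts this value against more transcript; compression of such a bright signal was still not ruled out by these values, so more transcript is left open here. Less 5′ loss of RNA in the lower flank may be the source but cannot be told apart from other causes: the 5′ to 3′ ratio of actin and cyclophilin was higher by 0.304 on the log2 scale in the lower flank, in 5 of 6 pairs (exact sign-flip permutation test, two-sided p = 0.0625), and that of ubiquitin, looked at later, by 0.136 in 6 of 6 (p = 0.0312). No biological explanation other than more transcript was tested.

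Circadian clock genes were higher and genes of dividing cells lower in both flanks at 6 h than at 0 h, among genes the paper does not name; for changes against 0 h it names circadian rhythms beside gravity. The medians of the 6 clock genes were 1.05 in the upper flank and 0.897 in the lower flank, and those of the 35 dividing-cell genes −0.67 and −0.857. Adjusted p was 2.78e-05 and 2.93e-05 for the clock and 3.49e-06 and 4.35e-09 for dividing cells; none of these holds with an estimated correlation (0.308, 0.398, 0.52 and 0.407). Time of day or time in the dark may be the source: with a clock median of 1.05 in a design that has no upright plants at 6 h on the arrays, it cannot be told apart from reorientation.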

How the results depend on the processing

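Replicates 2 and 3 alone, the 5′ to 3′ covariate and the block for replicate 1 were chosen after the data had been seen; all other settings were planned. Of all calls between the flanks, between the times or against 0 h that were still tested, 0 changed sign under any of up to 31 settings; the stricter filters and the floor leave fewer of them to test, with at least 434 of 502 between the flanks at 6 h. Of the named values, the replicate block over 12 arrays lost no call and turned 5 into calls, given with their genes; over 15 arrays the 6 lists called in the lower flank at 0.5 h against 0 h were called again. The causes of the changes listed here were not tested, except where fewer arrays or more tested probe sets enter by construction.

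Without centring, 222 transcripts were called between the flanks at 6 h, 26 changed their flank difference between the times, and 69 and 74 differed from 0 h at 0.5 h in the upper and the lower flank; lists called numbered 1 in the upper flank at 0.5 h and 4 in the lower flank at 6 h. Without centring, the median of all tested probe sets moved from −0.08 to 0.14 for the flanks at 0.5 h and from −0.12 to 0.16 for the lower flank at 0.5 h against 0 h. With centring on the tested probe sets, 3 lists were called in the upper flank at 0.5 h. With no filter, and so with more probe sets to adjust for, 249 transcripts were called between the flanks at 6 h, 66 changed between the times, and 37, 22, 4343 and 3590 differed from 0 h in the upper and lower flank at 0.5 h and at 6 h. Lists called at 6 h against 0 h numbered 3 and 2 with the stricter filter and 4 and 2 with signals above the median on every array, in the upper and the lower flank. With an intensity trend 1 list was called between the flanks at 0.5 h.

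With only the 6 arrays of a comparison, 189 transcripts were called between the flanks at 6 h (181 at least 2-fold) and 0 at 0.5 h (0 at least 2-fold), so that 0 were called at both times; against 0 h the counts were 0 and 0 at 0.5 h and 4079 and 2325 at 6 h, with 4 lists in the upper flank at 6 h. With the replicate block over 12 arrays, 1070 transcripts were called at 6 h and 297 changed between the times. Over 15 arrays these counts were 945 and 258, with 1717 and 1891 against 0 h at 0.5 h. With a random replicate block they were 1725 and 663, and 4 were called at 0.5 h (4 at least 2-fold). A log2 threshold of 0.5 in place of 2-fold gave 494 at 6 h, and no fold threshold 502. An unadjusted p with at least 2-fold gave 510 at 6 h and 82 at 0.5 h, and the F-test over 5 groups with at least 2-fold gave 57 at 0.5 h. With an estimated correlation, camera called 2 lists between the flanks at 6 h, 2 for the difference between the times, 0 and 1 at 0.5 h against 0 h, and 0 and 0 at 6 h against 0 h. On ranks it called 2 lists at 6 h, 1 at 0.5 h and 5 for the difference. With all probe sets of a gene, 3 lists were called in the upper flank at 0.5 h.

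Replicates 2 and 3 alone, with fewer arrays, gave 238 calls between the flanks at 6 h (194 at least 2-fold) and 0 at 0.5 h (0 at least 2-fold, 0 at both times). They gave 17 for the difference, 223 and 39 against 0 h at 0.5 h, 1 list in the upper flank at 0.5 h, and 3 and 3 lists at 6 h against 0 h. With the 5′ to 3′ covariate, 249 changed between the times, 1331 and 1759 differed from 0 h at 0.5 h and 9088 in the lower flank at 6 h; 1 list was called between the flanks at 0.5 h and 6 in the upper flank at 6 h. Replicate 1 as a block gave 1111 calls at 6 h, 311 for the difference, and 1963 and 2289 against 0 h at 0.5 h. Of the 502 calls at 6 h, 467 stayed calls with the replicate block over 12 arrays and 481 with the covariate; of the 156 for the difference between the times, 136 stayed with that block.

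Leaving out 1 array gave 283 (without 6 h lower flank replicate 2) to 578 calls between the flanks at 6 h. At 0.5 h it gave 2 to 8, all at least 2-fold, with 8 without 0.5 h upper flank replicate 3. Calls at both times numbered 2 to 4, with 4 without that same array. The difference between the times had 83 (without 6 h lower flank replicate 2) to 190. Against 0 h at 0.5 h, the upper flank had 69 (without 0.5 h upper flank replicate 2) to 516 and the lower flank 58 (without 0.5 h lower flank replicate 1) to 473. Lists called between the flanks at 0.5 h numbered 0 to 2 (without 0.5 h lower flank replicate 1), in the upper flank against 0 h at 0.5 h 0 (without 0 h replicate 2) to 6, and in the upper flank at 6 h 5 (without 0 h replicate 3) to 10. An arm left with fewer arrays is assumed to vary like the other groups. Of 163 named calls, 51 were lost with at least 1 array left out. Beside those given with their genes, ORC3 in the upper flank at 0.5 h was lost in 14 of 15 fits, PIN5a in the upper flank at 0.5 h in 13, and the others in at most 5.

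Named values that changed sign were called neither before nor after. At 0.5 h between the flanks, quantile scaling turned LOX2 (0.0199), UBQ5 (0.0202), Os01g73790 (0.0208), Os05g29990 (0.0528) and PAL06 (0.0559), and centring on the tested probe sets turned the same genes (0.0203, 0.0204, 0.0113, 0.057 and 0.0442). Without centring, which raises all lower-flank values at 0.5 h, the turned values were AOS4 0.114, LOX2 0.171, LOX3 0.105, LOX5 0.0959, UBQ5 0.171, Os01g73790 0.162, SUC3 0.0618, OsCML27 0.053, UGD3 0.0451, Os04g57310 0.0699, Os05g29990 0.208, UGE-2 0.123, AMY3D 0.033, UGD4 0.125, OsrbcS 0.0837 and PAL06 0.195. Replicates 2 and 3 alone turned Os02g14770 (−0.000583) and Os07g37730 (−0.0225) at 6 h and CPDK2 (0.0297) and OsGA20ox4 (−0.0502) at 0.5 h. The covariate turned LOX1.1 (0.0354), Os02g14770 (−0.387), Os02g41650 (−0.26) and PAL06 (0.105) at 6 h. At 0.5 h it turned AOS4 (0.347), LOX2 (0.00288), LOX5 (0.0268), UBQ5 (0.128), Os01g62020 (−0.0342), Os01g73790 (0.0437), Os02g14770 (−0.576), Os02g41650 (−0.0355), Os03g50480 (−0.47), Os04g57310 (0.0576), UGD4 (0.00869) and PAL06 (0.568).

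Leaving out 1 array turned further values that were not calls. At 6 h these were CM-LOX2 (−1.86 to 0.295), LOX1.1 (−0.345 to 0.156), LOX2 (−0.00338 to 0.0584), LOX5 (−0.332 to 0.0746), UBQ5 (−0.111 to 0.184), Os02g14770 (−0.42 to 0.799), Os02g41650 (−0.215 to 0.352), Os07g37730 (−0.262 to 0.938), Os10g40934 (−0.167 to 0.879) and PAL06 (−0.614 to 0.205). At 0.5 h they were AOS4 (−0.249 to 0.0827), CM-LOX2 (−0.261 to 0.642), LOX3 (−0.263 to 0.124), UBQ5 (−0.163 to 0.0135), Os01g62020 (−0.0211 to 0.0521), Os01g73790 (−0.177 to 0.0381), Os03g50480 (−0.352 to 0.487), Os05g29990 (−0.162 to 0.1), OsGA20ox4 (−0.143 to 0.403), the probe set of Os05g49770 and Os05g49760 (−0.0368 to 0.0491), AMY3D (−0.562 to 0.0129), OsCPD2 (−0.0585 to 0.136), OsrbcS (−0.219 to 0.0133) and PAL06 (−0.198 to 0.106).

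Of the 242 named values, calls were lost for 57 without centring, 55 with no filter, 68 with only the 6 arrays of a comparison and 57 with replicates 2 and 3 alone, and for 2 each after quantile scaling and centring on the tested probe sets. None of the 242 was lost with the floor, and none of the 212 that the stricter filter still tests. Signals near or below the array median, such as those of Os03g50480 and Os02g01590, can have a wide spread, with a log2 SD of 1.3 for both in the upper flank at 6 h. Background, which was not measured here, may limit them.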

Differences from the paper's values

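For its counts the paper names a fold of 2 and a Benjamini-Hochberg corrected P cut-off of 0.05. These follow an RVM ANOVA over genes called present or marginal in all samples. The counts here use a fold of 2 and a Benjamini-Hochberg adjusted p under 0.05 from limma, over the 50% of probe sets with the highest mean. The log2 values printed in the paper's Tables S1, S2 and S3 reach down to 0.511, 0.503 and 0.5, below the log2 value of 1 that a fold of 2 gives. At 0.5 h the paper's count is 167 and the count here is 2. At 6 h they are 1202 and 292, with 249 of the 292 higher in the lower flank. The paper's 48, 119 and 1154 are the rows of Tables S1, S2 and S3. At 6 h, 13 of 46 probe sets in Table S1 and 275 of 1085 in Table S3 have a printed log2 value of at least 1. At 0.5 h this holds for 7 of 46 in Table S1 and 2 of 110 in Table S2. The paper's counts and those here thus do not share a fold threshold. Called at both times are the paper's 48 and 2 here, at 0.5 h alone the paper's 119 and 0 here (limma, with 918 at an unadjusted p under 0.05 and any fold), and at 6 h alone the paper's 1154 and 290 here. At 2-fold, or with another threshold on the fit given here, none of the 32 alternatives set before the data were examined brings any of these 5 counts within 1.5 times the paper's. With no fold threshold, the count at 6 h, and with it that at 6 h alone, comes within 1.5 times the paper's with the replicate block over 12 arrays (1070), over 15 arrays (945) and with the random block (1725), and with the block for replicate 1, chosen after seeing the values (1111), while the 0.5 h counts there are 2, 2, 4 and 2. Of 1058 tested probe sets of the paper's Tables S1 and S3, these settings drop 407, 503, 324 and 468, and 310, 288, 669 and 379 of their calls are lower in the lower flank, a direction those tables do not hold. With an unadjusted p and at least 2-fold the counts were 82 at 0.5 h, 510 at 6 h and 8 at both.

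For the invertase gene Os02g01590 the paper's fold is 2 and the fold here is 11.3, on signals below the filter, where the upper flank lies in the imprecise range with a log2 SD of 1.3, so that no size can be set firmly against the paper's; 0 of the 12 alternatives that give a value come within the paper's fold, at 7.01 to 16.7. For the genes the paper names, 35 log2 values in its tables were compared, 27 at 6 h and 8 at 0.5 h. Each is 1 probe set at 1 time, so a gene can count more than once. Of these values, 5 differ from those here, all of them at 6 h. A value was counted as differing if its sign was opposite, or if it lay farther from the paper's than the larger SD of the flank groups. That SD is the spread between arrays and serves only as a bound, since both values come from the same arrays. CYP734A6 is 0.802 in the paper's table and 0.641 here, and 0 of 28 alternatives close the gap; its second probe set reads 0.96. Os05g29990 is 0.557 in the paper's table and 0.687 here, within the paper's value without 6 h upper flank replicate 1 (0.648), without 6 h upper flank replicate 2 (0.658) and without 6 h lower flank replicate 1 (0.669), and not under the other 25. Phosphoglucomutase (Os03g50480) is 0.846 in the paper's table and 2.2 here, from an upper-flank signal below the array median (−1.81, SD 1.3), so that no size can be set firmly against the paper's. The value falls within the bound with the floor at the 20th percentile (2.12) and without 6 h upper flank replicate 2 (1.49), 6 h lower flank replicate 1 (1.92) or 6 h lower flank replicate 2 (1.98), and not under the other 22. SUC3 is 0.548 in the paper's table and 0.366 here, within the paper's value under 7 of 28 alternatives, namely quantile scaling (0.409), no centring (0.369), centring on the tested probe sets (0.418) and without 6 h upper flank replicate 2 (0.421), 6 h upper flank replicate 3 (0.417), 6 h lower flank replicate 1 (0.41) or 6 h lower flank replicate 3 (0.369). For SUC3 the bound falls between 0.366 and 0.369, so that passing it need not mean that the gap closed. OsIAA20 is 3.73 in the paper's table and 4.93 here, from an upper-flank signal below the array median (−1.77, SD 1.1), so that its size is uncertain; it lies within it without 6 h upper flank replicate 2 (4.36) and without 6 h lower flank replicate 2 (4.72), and not under the other 24.

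Some directions that the paper states differ from those here or were not seen here. Its sentence on OsCPD2 does not name the flank with more of it and sets the gene against CYP734A6; read as the lower flank, it differs from the log2 difference at 6 h of −1.91 and called, for a probe set matched by symbol, and read the other way it does not. The paper has CYP734A6 expressed specifically in the lower flank. Here it was 1.56-fold higher there at 6 h, but its upper-flank log2 signal of 3.98 also lay above the array median. Against 0 h it read 0.05 in the lower flank (adjusted p = 0.83 by limma) and −0.59 in the upper flank (adjusted p = 0.00501). The paper has OPR2 higher in the upper flank at 6 h, by arrays and by qRT-PCR. The array log2 difference here was 0.33 and not called, for a probe set matched by symbol that OPR1 shares. The paper also has PAL lower in the lower flank at 6 h, where the log2 difference was 0.12 with a standard error of 0.38 and not called. Neither value sets a direction. The paper's qRT-PCR, which also covers OsCPD2 and Os02g01590, was not analysed here. For whole categories the paper's text has glycolysis, fermentation, lipid metabolism, misc, cell organization, signalling, most transcription factor groups and ubiquitin lower in the lower flank. Its Tables S1 and S3 hold only values above 0 at 6 h, so a tally within them cannot be set against these statements, and none is listed as a difference here. Lists drawn up apart from the tables were not called at 6 h, with medians of 0.04 for glycolysis, −0.07 for ubiquitin E3 ligases, −0.12 for bZIP, −0.22 for WRKY and −0.18 for phosphoinositide genes. These lists hold only genes with a symbol or synonym, carried by 3187 probe sets. They are a part of each family and do not stand for the paper's whole categories. The paper's legends give blue as up-regulated in Fig. S1 and red as up-regulated in Fig. S2; which of them its category directions follow was not tested here.

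Against 0 h at 6 h, the paper has transcripts for GAP, FBPase, RuBisCO and PAL more abundant in both flanks. It gives no loci there, so that the genes read here may not be those it means. The middle probe set of the glycolytic GAPDH (Os08g03290) read −0.67 and −0.25 in the upper and the lower flank. Its 3′ probe set read −0.0918 and −0.0458 and the 5′ one −1.04 and −0.428, so that none rose. PAL (Os02g41650) read −0.45 and −0.33. Probe sets of PAL06 read −0.52 and −0.82, and −0.62 and −1.07, with only the last of these called. A pair of FBPase probe sets read −0.48 and −0.63, and −1.55 and −0.90. Of 3 RuBisCO small subunit probe sets, 1 was higher in the upper flank, at 0.56, and read 0.10 in the lower flank; the others read −0.56 and −0.47, and −0.20 and −0.17, not called.

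Some genes that the paper has higher in the lower flank at 6 h were called here only in other settings. The replicate block over 12 arrays, the random block and the block for replicate 1, the last chosen after seeing the data, call UGD5, Os05g29990, Os01g73790 and Os05g26660. The block over 12 arrays also calls aldolase (Os01g67860). The block over 15 arrays calls UGD5, Os05g29990, the phosphoglycerate mutase gene Os01g60190, pyruvate kinase (Os04g58110) and SUC3. The random block and the block for replicate 1 call the last 3 of these as well, and the random block also calls phosphoglucomutase and PDC1. An intensity trend calls Os05g29990 and Os01g60190. Quantile scaling and centring on the tested probe sets call Os01g73790, and the 5′ to 3′ covariate, chosen after seeing the data, calls SUC3. Leaving out 1 array calls Os05g29990 and Os05g26660 (without 0 h replicate 1), phosphoglucomutase (without 6 h lower flank replicate 3) and PDC1 (without 6 h upper flank replicate 3). No setting calls the 5 genes that the paper has higher at 0.5 h in energy metabolism.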

Other observations

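The tests behind this part were planned, except for the choice of what to set side by side, which was made after the values had been seen.

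Genes of dividing cells and of the circadian clock moved in opposite directions in both flanks between 0 h and 6 h, though none of these list calls holds with an estimated correlation. Of 35 genes of dividing cells, 20 were lower in the upper flank and 23 in the lower flank (24 and 25 adjusted over the list alone), and none was higher by limma, with 0 higher at an unadjusted p under 0.05. MCM4, part of the helicase of DNA replication, read −2.55 and −2.94, CYCD3-2, a cyclin of the cell cycle, −2.22 and −2.14, and MCM5 −1.80 and −2.07. Of 6 clock genes, 5 were higher in either flank. PRR73 read 4.04 (adjusted p = 2.52e-05) and 3.74 (adjusted p = 4.6e-05), PRR95 2.60 (adjusted p = 2.75e-07) and 2.23 (adjusted p = 7.84e-07), GI 1.14 and 0.89, and DTH7 0.97 and 0.90. These pseudo-response regulators and GI set the daily rhythm. Between the flanks at 6 h none of the 6 clock genes was called by limma, with 1 lower at an unadjusted p under 0.05 (PRR95 −0.37, PRR73 −0.29).

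Cellulose synthases were lower in both flanks at 6 h than at 0 h, 8 of 9 in the upper flank (median −0.69, adjusted p = 0.000173; adjusted p = 0.308 with an estimated correlation) and 4 of 9 in the lower flank (5 adjusted over the list alone; median −0.57, adjusted p = 0.03, and 0.407 with an estimated correlation). The lower-flank call was lost without centring. CESA7 and CESA4, which make secondary walls, read −1.03 and −1.01 in the upper flank and −1.18 and −1.10 in the lower flank. UDP-sugar genes, of which 6 of 9 were lower, secondary wall genes (9 lower) and auxin response factors (9 of 16 lower) were lower in the upper flank, at adjusted p = 0.0463, 0.0463 and 0.0446. Genes of bZIP factors, ERF factors and aquaporins were higher in either flank, phosphoinositide genes in the upper flank, and Aux/IAA and glycolysis genes in the lower flank. None of these list calls at 6 h holds with an estimated correlation. The 10 lists called in the upper flank became 6 without 0 h replicate 1, 5 without 0 h replicate 3, and 6 without 6 h upper flank replicate 2 or 3. Those of aquaporins in either flank, and of Aux/IAA and glycolysis genes in the lower flank, were lost after quantile scaling. Aux/IAA genes in the lower flank had a median of −0.01 but a mean of 0.37.

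The flank difference at 6 h can be set against 0 h. Of the 421 transcripts higher in the lower flank, 199 were above their 0 h level in the lower flank, 234 were below it in the upper flank and 22 differed from 0 h in neither. Their median log2 difference from 0 h was 0.48 in the lower flank and −0.60 in the upper flank. Of the 81 lower in the lower flank, 42 were below 0 h in the lower flank and 34 above it in the upper flank, with medians of −0.59 and 0.48. These splits depend on the scaling: with no centring 168 were below it in the upper flank and 127 differed in neither, and with centring on the tested probe sets 233 were above it in the lower and 194 below it in the upper flank. The 0 h samples are whole shoot bases and not flanks.

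Lists not called between the flanks at 6 h included aquaporins (median 0.00, mean −0.13, adjusted p = 0.638, with OsPIP2;5 lower), cytosolic ribosome genes (median 0.01, adjusted p = 0.253), glutathione S-transferases (median 0.05, adjusted p = 0.584, with GST-I at 0.26 and GST1 at −0.24), Casparian strip genes (median −0.02, adjusted p = 0.669) and photosynthetic light genes (median −0.11 but mean 0.08, adjusted p = 0.546, with LHCP at 0.81 and PETE at 0.31).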
